# Monocyte-secreted Wnt reduces the efficiency of central nervous system remyelination

**DOI:** 10.1371/journal.pbio.3003073

**Published:** 2025-04-15

**Authors:** Bianca M. Hill, Rebecca K. Holloway, Lindsey H. Forbes, Claire L. Davies, Jonathan K. Monteiro, Christina M. Brown, Jamie Rose, Neva Fudge, Pamela J. Plant, Ayisha Mahmood, Koroboshka Brand-Arzamendi, Sarah A. Kent, Irene Molina-Gonzalez, Stefka Gyoneva, Richard M. Ransohoff, Brian Wipke, Josef Priller, Raphael Schneider, Craig S. Moore, Veronique E. Miron

## Abstract

The regeneration of myelin in the central nervous system (CNS) reinstates nerve health and function, yet its decreased efficiency with aging and progression of neurodegenerative disease contributes to axonal loss and/or degeneration. Although CNS myeloid cells have been implicated in regulating the efficiency of remyelination, the distinct contribution of blood monocytes versus that of resident microglia is unclear. Here, we reveal that monocytes have non-redundant functions compared to microglia in regulating remyelination. Using a transgenic mouse in which classical monocytes have reduced egress from bone marrow (*Ccr2*^−/−^), we demonstrate that monocytes drive the timely onset of oligodendrocyte differentiation and myelin protein expression, yet impede myelin production. Ribonucleic acid sequencing revealed a Wnt signature in wild-type mouse lesion monocytes, which was confirmed in monocytes from multiple sclerosis white matter lesions and blood. Genetic or pharmacological inhibition of Wnt release by monocytes increased remyelination. Our findings reveal monocytes to be critical regulators of remyelination and identify monocytic Wnt signaling as a promising therapeutic target to inhibit for increased efficiency of CNS regeneration.

## Abstract 2

Remyelination in the central nervous system (CNS) is influenced by myeloid cells, which includes resident microglia and infiltrating monocytes that are difficult to distinguish. This study shows that infiltrating monocytes inhibit the efficiency of remyelination, revealing their specific contribution in CNS remyelination.

## Introduction

Following damage to myelin (“demyelination”) in the central nervous system (CNS), the reinstatement of myelin around neuronal axons (“remyelination”) restores trophic/metabolic support and rapid nerve conduction. However, with aging and progression of neurodegenerative diseases such as multiple sclerosis (MS), the efficiency of remyelination is decreased, leading to axonal dysfunction and/or loss [1,2]. Current regenerative therapies being trialed to treat MS are focused on enhancing the generation of myelin-forming oligodendrocytes [3]; however, the lack of therapeutic strategies to regulate the efficiency and extent of the subsequent remyelination itself highlights the pressing need to better understand the cellular and molecular mechanisms underpinning this process. Following experimentally-induced demyelination, CNS myeloid cells have beneficial roles early in remyelination through secretion of factors that support the differentiation of oligodendrocyte progenitor cells (OPCs) into new myelin-forming oligodendrocytes, and phagocytosis of myelin debris that otherwise impedes this process [4–8]. However, with aging, these functions are impaired [4,9–11], contributing to inefficient remyelination. CNS lesion myeloid cells encompass resident populations (e.g., microglia) and infiltrating monocytes, which, once the latter differentiate into macrophages, are indistinguishable from one another based on morphology and immunostaining for marker expression [12]. Consequently, microglia and monocyte-derived macrophages are often analyzed as one population, with the respective contribution of each subset to remyelination being poorly understood [13,14]. With the advent of sequencing technologies, recent studies have demonstrated that microglia undergo transcriptional and functional changes during de- and remyelination in mouse models and MS lesions [15–22]. Conversely, the role of monocytes in remyelination is less well-defined [13,14]. Although remyelination in middle-aged mice can be improved by young monocytes provided through parabiosis [9], the mechanistic role of endogenous monocytes in regulating remyelination is unclear. Here, we asked whether transcriptomic analysis and functional manipulation of monocytes could reveal their specific roles in remyelination, thereby addressing the long-standing question as to whether CNS myeloid cell populations have distinct contributions to this process.

## Results

### Monocytes regulate the efficiency of CNS remyelination

To study the specific contribution of monocytes to remyelination, we used a focal lesion model whereby demyelination is induced by stereotaxic injection of the myelin toxin lysophosphatidyl choline (LPC) into the brain white matter tract, the corpus callosum, of young adult mice [4,18,23]. This model is optimal to investigate remyelination specifically, as the well-characterized location and timing of regenerative responses occur without concomitant myelin damage or complicating autoimmunity. We assessed the density of monocytes in lesions at key time points when remyelination is initiated, at 10 days post-lesion (dpl), and complete, at 21 dpl (Fig 1A). This was achieved using a reporter mouse in which selective expression of the chemokine receptor CCR2 by the subtype of monocytes attracted to injured tissue (“classical”) drives RFP expression (*Ccr2*^RFP/+^) (Fig 1B), whereas microglia are RFP negative [24,25]. We detected RFP+ cells in lesions at both time points, yet numbers significantly decreased as remyelination proceeded (Fig 1C and 1D). RFP+ cells were not detected in unlesioned contralateral corpus callosum, indicating recruitment is specific to injured tissue (Fig 1D). We confirmed the presence of monocytes at their peak abundance (10 dpl) via flow cytometry of lesions by selecting for CD11b^+^ myeloid cells, excluding Ly6G^+^ neutrophils and CD3^+^ T cells, then using differential expression levels of CD45 to distinguish from microglia – where it has been established previously in models of injured white matter and bone marrow chimeras that monocytes are CD45^hi^ and microglia are CD45^lo^ on a logarithmic scale (Fig 1E; gating strategy in S1A Fig) [24,26–30]. Monocytes were present in lesions, albeit at lower proportions relative to microglia (Fig 1F), but in higher proportions versus sham PBS-injected corpus callosum (Figs 1H and S1A). We confirmed the accuracy of our gating strategy in three ways. First, we demonstrated that the gates distinguish the two cell types clearly in a model where monocyte influx into white matter is robust, following lipopolysaccharide (LPS) injection into the striatum [31] (S1B Fig). Second, we assessed *Ccr2*^RFP/+^ mice for co-expression of RFP and CD45 [24,25] in LPC-induced lesions and found all CD45^hi^ cells to be RFP^+^ (S1C Fig). Third, we detected expression of a classical monocyte marker, Ly6C, by CD11b^+ ^CD45^hi^ lesion cells (S1D and S1E Fig). We next queried the maturation of the cells in lesions. Surprisingly, assessment of macrophage markers by flow cytometry of wild-type mice (F4/80 expression in CD11b^+ ^CD45^hi^ Ly6C^+^ cells) (S1F and S1G Fig), or immunofluorescence analysis of *Ccr2*^RFP/+^ mice (IBA1 expression in RFP^+^ cells) (S1H and S1I Fig) indicated that approximately 90% of the cells do not express typical macrophage maturation markers in remyelinating lesions. Considering the absence of expression of the monocyte marker Ly6C in a subset of the cells (S1D and S1E Fig), these findings could suggest that monocytes may be in the process of differentiating into macrophages or that the population represents a mixture of undifferentiated and differentiating cells.

**Fig 1:**
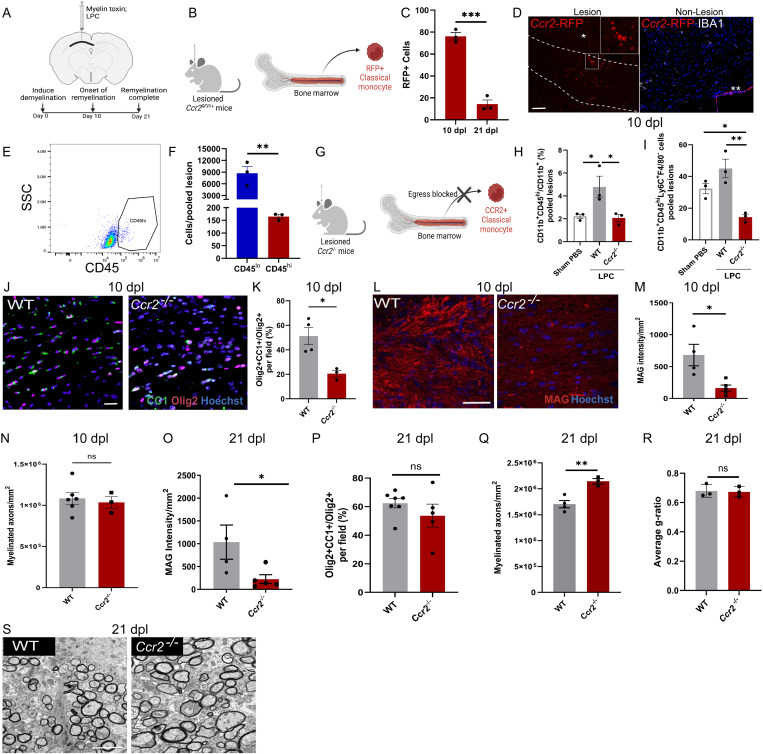
Classical monocytes regulate central nervous system remyelination. (A) Schematic of in vivo LPC-induced focal demyelinated lesions in corpus callosum of adult mice. (B) Schematic of use of lesioned *Ccr2*^RFP/+^ reporter mice to track classical monocyte entry into brain lesions. (C) Mean numbers of *Ccr2*-RFP+ cells per lesion image at 10 and 21 days post-lesion (dpl) ± S.E.M. ***P = 0.0003; unpaired 2-tailed Student *t* test. *n* = 3 mice/group. (D) Representative immunofluorescent images of *Ccr2*-RFP+ cells in a corpus callosum lesion (left, outlined), *indicates needle tract. Non-lesion corpus callosum (right) stained with IBA1 (white) and counterstained with Hoechst (blue), **indicates choroid plexus monocyte-derived macrophages. Scale bar, 100 µm. (E) Flow cytometry plot demonstrating differential CD45 expression in CD11b^+^ Ly6G^−^ CD3^−^ cells, used to distinguish between lesion microglia (CD45^lo^) and monocytes (CD45^hi^) at 10 dpl. SSC: side scatter. Two mice pooled. (F) Mean numbers of lesion CD45^lo^ microglia and CD45^hi^ monocytes ± S.E.M. at 10 dpl; **P = 0.0080; unpaired 2-tailed Student *t* test. *n* = 6 mice/group, 2 mice pooled per replicate. (G) Schematic of use of *Ccr2*^−/−^ mice to impair the egress of classical monocytes from the bone marrow into the blood and subsequently into brain lesions. (H) Mean proportion of monocytes (CD11b+ cells which are CD45^hi^) ± S.E.M. in sham PBS-injected corpus callosum, and lesions from wild type (WT) and *Ccr2*^−/−^ mice. *n* = 6 mice/group, 2 mice pooled per replicate. One-way analysis of variance (ANOVA) with Tukey’s multiple comparisons; *P = 0.0445 (sham vs. WT LPC), *P = 0.0356 (WT vs. *Ccr2*^−/−^ LPC), I) Mean number of monocytes (CD11b^+^ CD45^hi^ Ly6C^hi^ F4/80^−^ cells) ±  S.E.M. in sham PBS-injected corpus callosum, and lesions from WT and *Ccr2*^−/−^ mice. *n* = 6 mice/group, 2 mice pooled per replicate. One-way ANOVA with Tukey’s multiple comparisons; **P  = 0.0040 (WT LPC vs. *Ccr2*^−/−^ LPC), *P = 0.0439 (sham PBS vs. *Ccr2*^−/−^ LPC). (J) Representative immunofluorescent labeling of oligodendrocyte lineage cells (Olig2+, red) which are mature (CC1+, green) in WT and *Ccr2*^−/−^ mice at 10 dpl, counterstained with Hoechst. Scale bar, 20 μm. (K) Mean percentage of Olig2^+^ cells which are CC1^+^ per field ± S.E.M. in WT and *Ccr2*^−/−^ mice at 10 dpl; *P = 0.0156; unpaired 2-tailed Student *t* test. *n* = 3–4 mice/group. (L) Representative immunofluorescent labeling of myelin-associated glycoprotein (MAG, red) in WT and *Ccr2*^−/−^ mice at 10 dpl, counterstained with Hoechst. Scale bar, 20 μm. (M) Quantification of MAG intensity/mm^2^ within lesioned corpus callosum at 10 dpl ± S.E.M. in WT and *Ccr2*^−/−^ mice, *P = 0.0135; unpaired 2-tailed Student *t* test. *n* = 4–5 mice/group. (N) Mean number of myelinated axons/mm^2^ at 10 dpl ± S.E.M. in WT and *Ccr2*^−/−^ lesions quantified from electron micrographs. *P* = 0.6847; unpaired 2-tailed Student *t* test. *n* = 3–6 mice/group. (O) Quantification of MAG intensity/mm^2^ within lesioned corpus callosum at 21 dpl ± S.E.M. in WT and *Ccr2*^−/−^ mice, *P = 0.0317; Mann–Whitney test. *n* = 4–5 mice/group. (P) Mean percentage of Olig2+ cells which are CC1+ per field ± S.E.M. in WT and *Ccr2*^−/−^ lesions at 21 dpl; *P* = 0.2879; unpaired 2-tailed Student *t* test. *n* = 5–7 mice/group. (Q) Mean number of myelinated axons in lesions at 21 dpl ± S.E.M. in WT and *Ccr2*^−/−^ lesions; **P = 0.0054; unpaired 2-tailed Student *t* test. *n* = 3–4 mice/group. (R) Average *g*-ratio at 21 dpl ± S.E.M. in WT and *Ccr2*^−/−^ lesions; *P* = 0.8466; unpaired 2-tailed Student *t* test. *n* = 3 mice/group. (S) Representative electron micrographs of lesioned corpus callosum at 21 dpl in WT and *Ccr2*^−/−^ mice. Scale bar, 2 µm. Mice were 8–12 weeks of age in each group. Source data may be found in S1 Data.

Having demonstrated that monocytes are present during remyelination, we then investigated how they influence this process. We assessed the requirement for classical monocytes in remyelination by lesioning transgenic mice lacking expression of CCR2 (*Ccr2*^−/−^), in which their egress from bone marrow is impaired [25,32] (Fig 1G). Microglia do not express CCR2 under homeostasis nor following myelin injury [25], and CCR2-expressing cells do not contribute to CNS-resident macrophages in the corpus callosum [33]. We confirmed that *Ccr2*^−/−^ lesions had reduced recruitment of classical monocytes compared to wild-type lesions, with significantly reduced CD11b^+ ^CD45^hi^ cells (Fig 1H) and, of those, reduced Ly6C^+^ F4/80^−^ cells (Fig 1I). We observed no difference in lesioning between groups using the myelin protein, myelin basic protein (MBP) (S2A Fig). Next, we investigated how reduced monocyte presence in lesions impacts the regenerative processes regulated by myeloid cells during remyelination: myelin debris clearance and OPC differentiation. Myelin debris had been mostly cleared in both *Ccr2*^−/−^ and wild-type mice at the peak of demyelination, 3 dpl, as indicated by MBP and Oil Red O staining (S2A and S2B Fig). However, differentiation of OPCs into mature oligodendrocytes was significantly impaired in *Ccr2*^−/−^ lesions at the onset of remyelination (10 dpl), with a reduced proportion of oligodendrocyte lineage cells (Olig2+) which were mature (CC1+) (Fig 1J and 1K). We next asked how this affected remyelination; whereas remyelination was initiated normally at 10 dpl in wild-type mice as indicated by expression of the early remyelination marker and myelin protein myelin-associated glycoprotein (MAG), MAG expression was significantly reduced in lesions from *Ccr2*^*−/−*^ mice at this time (Fig 1L and 1M). To complement this, we assessed myelin by electron microscopy-based ultrastructural analysis, first confirming that unlesioned adult *Ccr2*^−/−^ mice have unaffected myelinated axon density and myelin thickness (“*g*-ratio”; S2C-S2E Fig). Remyelinating lesions surprisingly had no significant difference in the density of myelinated axons between genotypes at 10 dpl (Fig 1N), despite the decrease in mature oligodendrocytes and myelin protein expression in *Ccr2*^*−*/−^ lesions at this time; we confirmed lesions were formed in these mice via toluidine blue-stained semi-thin sections (S2F Fig). These findings indicate that when classical monocytes are reduced in remyelinating lesions, oligodendrocyte differentiation is impaired yet more myelin is generated, suggesting that oligodendrocytes may compensate by producing more myelin. Overall, this points to monocytes restricting myelin production during remyelination. To further test this postulate, we investigated lesions when myelin production is normally complete in wild-type controls, at 21 dpl. At this time, MAG remained downregulated in *Ccr2*^−/−^ lesions versus wild-type control (Fig 1O). However, the proportion of lesion oligodendrocyte lineage cells which had matured in *Ccr2*^−/−^ mice was now equivalent to that in wild-type controls (Fig 1P). By electron microscopy, we found that *Ccr2*^−/−^ mice had ~25% increase in number of myelinated axons compared to wild-type controls at 21 dpl (Fig 1Q and 1S). We assessed the structural integrity of this remyelination and found no significant differences from wild-type control in myelin thickness (*g*-ratio; Figs 1R and S2G), nor in frequency of structural abnormalities (S2H and S1I Figs). These findings reveal that, although classical monocytes are required for the timely onset of oligodendrocyte differentiation and myelin protein expression during remyelination, they limit myelin production. The latter suggests that monocytes reduce the efficiency of remyelination itself.

### Monocytes have a Wnt signature during remyelination

Having identified that monocytes regulate remyelination efficiency, we next investigated the molecular mechanisms influencing this function by transcriptomic analysis of lesion monocytes in comparison with microglia. 

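RNA sequencing covered cells sorted from lesions of the corpus callosum of wild-type mice at 10 dpl, made by injecting 2 µl of 1% lysolecithin (LPC), a lipid that strips myelin locally so that its regrowth can be followed. CD11b+ Ly6G− CD3− myeloid cells were split by their CD45 level, which is low on resident microglia and high on cells that came from blood monocytes. The CD45lo gate gave 3 microglia libraries and the CD45hi gate gave 2 monocyte libraries, numbered here in the order of their replicate numbers. The paper calls the CD45hi cells monocytes, and the sample labels call them macrophages that derive from monocytes. The paper states 2 to 3 mice per group and uses paired t tests in Fig 2A and S3D Fig without stating what was paired, and no replicate number is shared between the groups. It states that far fewer monocytes than microglia were recovered per mouse. The counts assigned to genes came to 6633766, 9021700 and 5890081 in microglia and to 3417150 and 6514611 in monocytes, a mean of 6.30M per library. The paper gives an average of 40M clean reads per sample, and all values here use the counts assigned to genes. Microglia libraries held reads of 16013, 15246 and 10416 genes, and monocyte libraries of 9972 and 9942 genes. Genes with 10 or more reads numbered 1392 in monocyte library 1, 4230 in monocyte library 2 and 5994 to 11653 in microglia. The 10 most abundant genes took 14.1%, 40.6% and 19.6% of the counts in microglia, and 50.1% and 31.5% in monocytes. Mitochondrially encoded genes took 11.1%, 39.0% and 17.6% in microglia, and 39.9% and 28.5% in monocytes. Across genes, which are not independent replicates, the rank correlation (Spearman) was 0.493 between the monocyte libraries, 0.569 to 0.731 within microglia and 0.464 to 0.641 between the groups. The authors aligned the reads to GRCm38 with STAR, counted read pairs per gene on GENCODE vM12 and deposited counts, FPKM, log2 CPM and a table of their comparison. From the counts, monocytes were compared with microglia by edgeR's quasi-likelihood test with TMM scaling over the 10105 genes that passed its expression filter, with Benjamini-Hochberg adjustment, and a positive log2 fold change means higher in monocytes. The TMM factors were 3.76, 2.73 and 1.71 for microglia and 0.0929 and 0.611 for monocytes, so the scaling sets the direction of many genes. The median log2 fold change over all genes tested was −1.11 with TMM and −4.73 with library totals. FPKM and CPM are scaled by library totals, so a gene can have a lower FPKM in monocytes and a log2 fold change above 0. An exact permutation test of 3 libraries against 2 has 10 splits and cannot give a p below 0.1. A count of 0 allows up to 0.878 CPM in monocyte library 1, 0.461 CPM in monocyte library 2 and 0.333 to 0.509 CPM in microglia (3 counts). Such limits cover counting error only, since amplified reads are not independent molecules.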

Given the low number of lesion monocytes, we achieved this by performing ultra-low input bulk ribonucleic acid (RNA) sequencing of these cells subsequent to fluorescence-activated cell sorting (FACS)-sorting of CD11b^+ ^CD3^−^ Ly6G^−^ CD45^hi^ cells at 10 dpl (S1A Fig). We confirmed enrichment of microglia-associated genes in the CD45^lo^ gate relative to the CD45^hi^ gate (e.g., *P2ry12, Tgfbr1, Sall1, Tmem119*) by RNA sequencing (Fig 2A) and quantitative polymerase chain reaction (qPCR) (S3A Fig); our findings are in line with some of these genes having previously been shown to be expressed in monocyte-derived macrophages albeit at a relatively lower level than in microglia (e.g., *P2ry12*, *Tmem119*), whereas *Sall1* is never expressed by monocytes [34–37]. Furthermore, we found enrichment of monocyte-enriched genes in the CD45^hi^ cells (S3B Fig). 

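The 9 genes that Fig 2A shows all had a higher mean FPKM in microglia than in monocytes, and 7 of them (all but P2ry13 and Egr1) were lower in both monocyte libraries than in every microglia library. Sall1, a transcription factor that maintains microglial identity, averaged 106 ± 96.7 FPKM (SD, n = 3) in microglia and 1.27 ± 0.224 FPKM (SD, n = 2) in monocytes. P2ry12, a purinergic receptor of homeostatic microglia, averaged 772 ± 796 FPKM in microglia and 67.0 ± 58.0 FPKM in monocytes. Tgfbr1, a receptor for TGF-β, averaged 347 ± 276 and 19.3 ± 23.5 FPKM. The membrane protein gene Tmem119 averaged 197 ± 133 and 27.4 ± 30.4 FPKM. With TMM, the log2 fold change was −2.31 for Sall1 (standard error 2.11, adjusted p = 0.594 from edgeR) and −1.94 for Tgfbr1 (standard error 2.27, adjusted p = 0.678). It was −0.78 for P2ry12 (standard error 2.17, adjusted p = 0.871 from edgeR) and −0.04 for Tmem119 (standard error 1.95, adjusted p = 0.994). None of the 9 genes passed an adjusted p under 0.05 or an unadjusted p under 0.05 from edgeR, none passed when adjusted over the list alone, and 0 passed with limma-voom or DESeq2. Among 25 genes of homeostatic microglia from a fixed textbook list, 0 passed in either direction from edgeR (1 higher in monocytes at an unadjusted p under 0.05, 2 higher with DESeq2, 0 with limma-voom), 18 were lower in both monocyte libraries and 1 was higher in both. The gene that was higher is Sparc, which encodes a secreted matrix-binding protein, at 4564 ± 2414 FPKM in monocytes and 1076 ± 211 FPKM in microglia (log2 fold change 6.48, standard error 3.17, adjusted p = 0.389 from edgeR; 3.19 without monocyte library 1). Over all genes tested, 48.0% were lower in both monocyte libraries and 0.673% were higher in both, where chance gives 10% each. In GRCm38, Sall1 lies on chromosome 8 from 89027235 to 89044162, P2ry12 on chromosome 3 from 59216272 to 59262871, Tgfbr1 on chromosome 4 from 47353222 to 47414931 and Tmem119 on chromosome 5 from 113793729 to 113800516. The sign for Tmem119 turned to 0.54 with RLE or DESeq2 scaling and 0.24 with limma-voom, and that for P2ry12 to 0.17 with limma-voom. The median of the 9 genes was −0.49 with TMM, −2.85 with library totals and 0.24 with RLE. Each lay above the median of all genes tested, at −1.11, −4.73 and −0.63. The 9 genes ranked 29 to 615 by FPKM in microglia, and they were not compared with genes of equal abundance. Their place above the median therefore does not show how far microglial genes were lowered.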

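Of 30 textbook genes of classical monocytes, 14 had enough reads to test, 2 of these were higher in monocytes at an adjusted p under 0.05 from edgeR, 0 were lower and 12 did not pass (7 higher when adjusted over the list alone). The 2 genes were Vcan, which encodes a large matrix proteoglycan, and Ahnak, which encodes a scaffold protein. Both, and Gapt of the same list, are also in the monocyte panel of Fig 2C, which the study chose on these libraries. Their calls are therefore not independent evidence of direction, and the set tests of this list include Vcan and Ahnak. Ahnak (chromosome 19 of GRCm38, 8989284 to 9076914) had 3, 1 and 0 reads in microglia and 11 and 494 in monocytes, a log2 fold change of 10.17 (standard error 2.43, adjusted p = 0.0479 from edgeR). Vcan (chromosome 13, 89655312 to 89742509) had 8006 reads in monocyte library 1 and 0 in monocyte library 2, against 12, 2 and 0 in microglia (log2 fold change 15.93, standard error 3.78, adjusted p = 0.0479 from edgeR). With limma-voom, Vcan did not pass an adjusted p under 0.05. Cd44, the hyaluronan receptor, had 531 and 559 reads in monocytes and 164, 79 and 1 in microglia (17.8 ± 7.26 FPKM, SD, n = 2, against 1.66 ± 1.84, n = 3; log2 fold change 8.12, standard error 2.51, adjusted p = 0.110 from edgeR). Fn1, which encodes fibronectin, averaged 149 ± 188 FPKM in monocytes and 10.3 ± 12.1 FPKM in microglia (log2 fold change 8.99, standard error 3.09, adjusted p = 0.158 from edgeR). The interferon-induced gene Ifitm3 averaged 6718 ± 8984 and 209 ± 190 FPKM (log2 fold change 10.14, standard error 3.43, adjusted p = 0.147 from edgeR). Without monocyte library 1, the log2 fold change was 2.95 for Ifitm3, 2.80 for Fn1 and 5.14 for Cd44. Lgals3, which encodes galectin-3, had all of its 682 monocyte reads in monocyte library 2 and 6, 42 and 0 reads in microglia, and its log2 fold change of 7.01 (standard error 2.13, adjusted p = 0.107 from edgeR) turned to −6.34 without monocyte library 2. The chemokine receptor gene Ccr2, which marks classical monocytes, had 12, 52 and 0 reads in microglia and 0 in both monocyte libraries, and Ly6c1, Ly6c2 and Chil3 had no read in any library. As a group the 14 genes ranked higher in monocytes than the other genes (camera with a preset correlation of 0.01, adjusted p = 1.64e-11; with library totals, 1.79e-12), with an adjusted p = 0.298 with an estimated correlation. For a change in the list itself, without comparison with other genes, fry gave an adjusted p = 0.460. The count of 2 higher genes was 4 with limma-voom, 8 with DESeq2, 1 with RLE factors, 0 with library totals, 0 without any 1 of the 3 microglia libraries, and 5 without monocyte library 2.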

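Olig2 (oligodendrocyte lineage), Aldh1l1 (astrocytes), Ly6g (neutrophils) and the T cell genes Cd3d, Cd3e, Cd3g and Cd4 had no read in any of the 5 libraries. Gfap (astrocytes) had 1 read in all, Tie1 (endothelial cells) had 2, and Cdh5 (endothelial cells) had 0, 2 and 1 in microglia and 1 and 0 in monocytes. Rbfox3, a nuclear protein gene of neurons, had 104, 4 and 0 reads in microglia and 2 and 1 in monocytes. Longer textbook lists held single genes that stood out in 1 monocyte library. Nfib, a transcription factor gene on the astrocyte list, had 7453 reads in monocyte library 1 and 0 in every other library, and the neuronal tubulin gene Tubb3 had 105 in monocyte library 1 and 1 in monocyte library 2. In monocyte library 2 the endothelial gene Flt1 had 3205 reads, the T cell gene Il7r 2371, the astrocyte transporter gene Slc1a2 269 and the neuronal gene Map2 122. Ighm, the heavy chain of immunoglobulin M, had 3098, 4322 and 2536 reads in microglia and 26 and 3447 in monocytes. Few of these genes could be tested, and from edgeR at an adjusted p under 0.05 the counts were 0 of 1 neutrophil gene, 0 of 1 T and NK cell gene, 0 of 3 B cell genes, 0 of 2 oligodendrocyte genes, 0 of 2 astrocyte genes and 0 of 3 endothelial and mural genes. At an unadjusted p under 0.05 from edgeR there were 3 of these genes, all higher in monocytes (Il7r, Slc1a2 and Flt1), and DESeq2 called the same 3 at an adjusted p under 0.05 while limma-voom called 0. Of the oligodendrocyte progenitor list 1 of 2 tested genes passed and was higher in monocytes, and that gene is Vcan. The set test was run on the B cell list (adjusted p = 0.805 from camera) and on the endothelial and mural list (adjusted p = 0.805). Without the expression filter, the adjusted p from camera was 0.0431 for 11 endothelial and mural genes, 0.0156 for 4 T and NK cell genes, 0.00998 for 5 oligodendrocyte progenitor genes and 8.56e-05 for 12 neuronal genes, all ranking higher in monocytes than the other genes. Without monocyte library 2, it was 0.0150 for 3 astrocyte genes and 0.0102 for 3 neuronal genes, both higher in monocytes, and without monocyte library 1 it was 0.0729 for the neuronal list. No neuronal, choroid plexus or erythroid gene passed the expression filter with all 5 libraries, and 10 neuronal genes had a read in monocyte library 1 against 4 in monocyte library 2.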

Our gating strategy successfully excluded other neural and immune cell populations (S3C Fig). A low level of transcript for the myelin/oligodendrocyte gene *Mbp* was detected in microglia but not monocytes (S3C Fig), consistent with previous observations of myelin transcripts normally located in oligodendrocyte processes being found in microglia during CNS injury, likely reflecting phagocytosis [38]. However, no significant difference in expression of genes associated with phagocytosis was detected between microglia and monocytes (S3D Fig). 

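Mbp, which encodes myelin basic protein (chromosome 18 of GRCm38, 82475146 to 82585637), had 595, 385 and 49 reads in the microglia libraries and 3 reads in each monocyte library. This was 5.58 ± 4.86 FPKM (SD, n = 3) in microglia and 0.0796 ± 0.0351 FPKM (SD, n = 2) in monocytes, and both monocyte libraries lay below every microglia library. Summed over libraries, Mbp was at 47.8 CPM in microglia and 0.604 CPM in monocytes, a ratio of 79.1 (95% exact binomial interval 36.2 to 216, counting error only). The ratio was 48.2 without microglia library 1, 85.1 without microglia library 2, 104 without microglia library 3, 104 without monocyte library 1 and 54.4 without monocyte library 2. Cnp, another gene of myelinating oligodendrocytes, had 396, 285 and 6 reads in microglia and 2 and 4 in monocytes. Mobp, a myelin protein gene, had 74, 1 and 0 reads in microglia and none in monocytes, while Mog had no read in any library. Relative to the TMM scaling, the log2 fold change of Mbp was −1.76 (standard error 2.14, adjusted p = 0.688 from edgeR), and it was −6.10 with library totals.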

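Most genes of phagocytosis were read in both populations, and none differed at an adjusted p under 0.05 from edgeR. At the spread of these libraries, edgeR recovered 0% of simulated changes of 6 on the log2 scale, so this does not show equal levels. Of 51 textbook genes of phagocytosis, 45 could be tested, and 0 were higher and 0 were lower in monocytes from edgeR, also when adjusted over the list alone. At an unadjusted p under 0.05, 4 were higher in monocytes and 0 were lower, and at an adjusted p under 0.05 DESeq2 called 6 and limma-voom 0. Rac1, a GTPase that drives engulfment, averaged 912 ± 876 FPKM in monocytes (SD, n = 2) and 173 ± 32.5 in microglia (SD, n = 3), a log2 fold change of 6.90 (standard error 2.98, adjusted p = 0.293 from edgeR) that was 2.41 without monocyte library 1. Fcgr1, which encodes a high-affinity Fc receptor, had 1209, 1385 and 1312 reads in microglia and 7919 and 19 in monocytes (log2 fold change 7.35, standard error 2.84, adjusted p = 0.220 from edgeR), and its sign turned to −4.34 without monocyte library 1. Mertk, a receptor for apoptotic cells, averaged 185 ± 191 FPKM in monocytes and 226 ± 39.4 in microglia. The Fc receptor gene Fcgr4 had 178, 169 and 248 reads in microglia and 1 and 0 in monocytes. In CPM, 18 of the 45 genes were lower in both monocyte libraries than in every microglia library and 1, Rac1, was higher in both. Over all genes tested the shares were 48.0% and 0.673%. The list's median log2 fold change was 1.01 with TMM and −1.51 with library totals, each above the median of all genes under that scaling. In the set test the list ranked higher in monocytes than the other genes (camera, adjusted p = 0.00359), but not with an estimated correlation (adjusted p = 0.298) or with library totals (0.280), nor without the expression filter (0.0742), without microglia library 2 (0.132) or monocyte library 2 (0.307). For a change in the list itself, without comparison with other genes, fry gave an adjusted p = 0.507.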

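At an adjusted p under 0.05 from edgeR, 6 of the 10105 genes tested were higher in monocytes and 0 were higher in microglia. Acta1, which encodes skeletal muscle α-actin (chromosome 8 of GRCm38, 123891769 to 123894751), had 0, 1 and 0 reads in microglia and 6 and 368 in monocytes, a log2 fold change of 11.10 (standard error 2.53, adjusted p = 0.0377 from edgeR). Ahnak and Vcan also passed. The others were a predicted gene and the processed pseudogenes Tpt1-ps2 (0 reads in microglia, 25 and 65 in monocytes) and Rpl31-ps12 (1, 2 and 0 in microglia, 30 and 135 in monocytes), whose reads may belong to their parent genes and are therefore uncertain. Of the 6 genes all but Vcan were higher in both monocyte libraries than in every microglia library. The common dispersion was 1.57, and with counts simulated at this spread edgeR recovered 0% of genes changed by 6 on the log2 scale, while at a dispersion of 0.1 it recovered 93.8%. With library totals 0 genes passed, limma-voom called 32 higher in monocytes and 0 higher in microglia, and DESeq2 called 1016 and 104. Without any 1 of the microglia libraries the count was 0. Without monocyte library 1 or 2 it was 343 or 326 higher in monocytes and 0 higher in microglia, with the remaining monocyte library assumed to vary as the microglia do.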

Lesion monocytes and microglia showed significantly different transcriptomes (S1 Sheet). 

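The genes that the paper names for myeloid identity were among the most abundant in both populations. Itgam and Ptprc encode the sort markers CD11b and CD45, so their reads are not independent evidence of identity. Csf1r, the receptor for macrophage colony-stimulating factor, averaged 1415 ± 793 FPKM in microglia (SD, n = 3) and 329 ± 154 in monocytes (SD, n = 2), and ranked 16 and 92 among all genes of the respective group. Itgam, which encodes CD11b, averaged 1083 ± 272 and 978 ± 1326 FPKM (ranks 21 and 28), with 699 reads in monocyte library 1 and 62696 in monocyte library 2. The fractalkine receptor gene Cx3cr1 averaged 578 ± 73.0 and 224 ± 134 FPKM (ranks 42 and 142), and Ptprc, which encodes CD45, averaged 73.9 ± 49.3 and 32.3 ± 7.48 FPKM (ranks 387 and 852). With the 2500 genes of highest mean FPKM taken from each group, 1211 were shared. For comparison, the same number of top genes taken from single libraries shared 974 genes between the monocyte libraries, 1128 to 1509 within microglia and 914 to 1263 between the groups. None of the 4 named genes passed the test (adjusted p = 0.556 to 0.772 from edgeR; 0 at an unadjusted p under 0.05, 0 with DESeq2 and 0 with limma-voom). The sign of their log2 fold changes depends on the scaling, at 1.40, 2.06, 2.94 and 2.70 for Csf1r, Itgam, Cx3cr1 and Ptprc with TMM and −2.10, −0.16, −1.35 and −1.18 with library totals, and the set test of the 4 genes gave an adjusted p = 0.0542 from camera (0.00223 without microglia library 3).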

Analysis of the top 10% of all expressed genes revealed that monocytes and microglia share expression of 1,566 genes (Fig 2B), including myeloid cell identity genes such as *Csf1r*, *Itgam*, *Cx3cr1*, and *Ptprc*, as expected. However, of these top expressed genes, monocytes, and microglia both express 934 genes that are not highly expressed by the other population (Fig 2B; top 50 indicated in Fig 2C). 

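Ranked by FPKM, 1289 genes were among the top 2500 of microglia only and 1289 among those of monocytes only. Sall1 was the 1 gene of Fig 2A in the microglia-only part, with rank 249 in microglia and 3373 in monocytes. Of the first 10 genes of the monocyte panel of Fig 2C, 7 had many reads in monocyte library 1, none in monocyte library 2 and 0 to 15 in all of microglia: Ttc25 (10324 reads), Shisa3 (5267), Pdzk1 (5194), Gapt (4884), Cyp2c66 (2047), Nfib (7453) and Vcan (8006). Trappc5, which encodes a subunit of a vesicle-tethering complex, was read in both, with 384 and 7214 reads in monocytes and 70, 60 and 9 in microglia. From edgeR, 3 of the 4 monocyte-panel genes that could be tested were higher in monocytes at an adjusted p under 0.05. Of the first 10 genes of the microglia panel, all were lower in both monocyte libraries than in every microglia library, 0 passed an adjusted p under 0.05 from edgeR, 9 were lower in monocytes at an unadjusted p under 0.05, and at an adjusted p under 0.05 DESeq2 called 8 and limma-voom 0. Among them, Psmb1, a proteasome subunit gene, averaged 35.3 ± 13.2 FPKM in microglia (SD, n = 3) and had no read in monocytes, and Coro1c, an actin-binding protein gene, averaged 22.2 ± 18.0 and 0.0397 ± 0.0562 FPKM. The study chose both panels on these libraries, so the counts are not independent evidence of direction. Of the 1289 monocyte-only genes, 1182 (91.7%) had at least 95% of their summed FPKM in 1 of the 2 libraries, and of the microglia-only genes 136 (10.6%) had this in 1 of 3. Ranked by the deposited log2 CPM instead, 1565 genes were shared and 935 were in each group only, and 10% of the genes with a read in each group gave 658 shared, 1153 microglia-only and 700 monocyte-only genes.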

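At an unadjusted p under 0.01 from edgeR, 430 genes were higher in monocytes and 24 were higher in microglia, so 94.7% of the calls were higher in monocytes. At an unadjusted p under 0.05 the counts were 861 and 339. With library totals in place of TMM, the counts at an unadjusted p under 0.01 were 46 higher in monocytes and 480 higher in microglia, so 8.75% were higher in monocytes. Of the 430 genes, 46 were higher in both monocyte libraries than in every microglia library, 279 had a read in both monocyte libraries, and 368 (85.6%) had at least 95% of their monocyte CPM in 1 of them, 156 in monocyte library 1 and 212 in monocyte library 2. Among all tested genes with a monocyte read, 56.4% had this share in 1 library. Of the 24 genes higher in microglia, 14 had no read in monocytes and all 24 had at most 10. Plotted against each other, the CPM of the called genes in the 2 monocyte libraries lie mostly away from the line of equal CPM. Limma-voom over the same genes called 252 and 0, and DESeq2 called 979 and 95. Without microglia library 1, 2 or 3 the counts were 10 and 8, 10 and 3, and 99 and 8, and without monocyte library 1 or 2 they were 644 and 19, and 415 and 30.

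**Figure D1:**
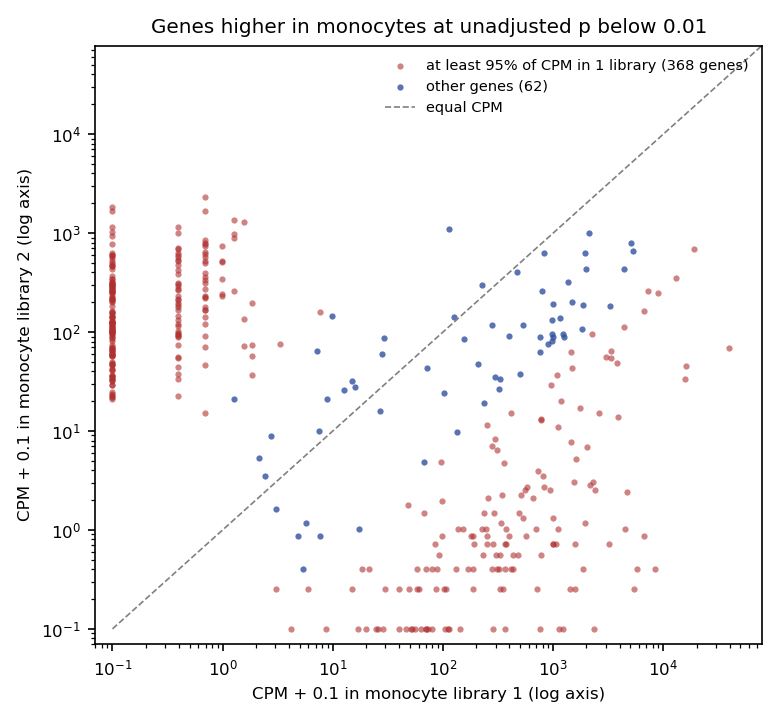
CPM in monocyte library 1 (horizontal axis) and in monocyte library 2 (vertical axis), both on a log scale after adding 0.1 CPM, of the 430 genes called higher in monocytes at an unadjusted p under 0.01 from edgeR with TMM (46 genes with library totals). Red points are the 368 genes with at least 95% of their monocyte CPM in 1 library, blue points the other 62, and the dashed line marks equal CPM.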

We interrogated the differentially expressed genes (DEGs) between the two cell types using a stringent significance threshold (*P* < 0.01) and observed that whereas only 4 genes were upregulated in microglia versus monocytes, monocytes upregulated 457 genes relative to microglia (Fig 2D). This indicated that these myeloid cell populations have differing transcriptomes during remyelination, with monocytes primarily upregulating genes relative to microglia.

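The authors' deposited table holds 457 genes with p under 0.01 and a higher level in monocytes and 4 with a higher level in microglia. Of its 457 genes, 223 had no read in microglia, 195 had a read in both monocyte libraries and 111 had 1 to 10 reads in monocyte library 1 and none in monocyte library 2. Of the same genes, 326 (71.3%) had at least 95% of their monocyte CPM in 1 library, 141 passed the expression filter of the edgeR test and 91 were also called by it. In the authors' deposited log2 CPM a gene with no read has a value of −4.81, −4.76 and −3.41 in microglia libraries 1, 2 and 3, and of 1.31 and −2.53 in monocyte libraries 1 and 2. Acta1, Ahnak, Vcan, Cd44 and Tgfb1, which encodes TGF-β1, are higher in monocytes in the authors' deposited table, with p = 1.87e-05, 4.80e-05, 2.79e-06, 0.000501 and 0.000625. Tgfb1 had 4730 and 6120 reads in monocytes and 1709, 318 and 2491 in microglia, or 230 ± 62.4 FPKM (SD, n = 2) against 47.3 ± 38.6 (SD, n = 3). Its log2 fold change was 6.26 (standard error 2.65, adjusted p = 0.278 from edgeR), and the adjusted p was 0.0498 with limma-voom and 0.00187 with DESeq2. From the numbers of genes called in each direction (Fig 2D), the paper reasons that the 2 populations differ in their transcriptomes during remyelination and that monocytes mainly raise genes relative to microglia.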

**Fig 2:**
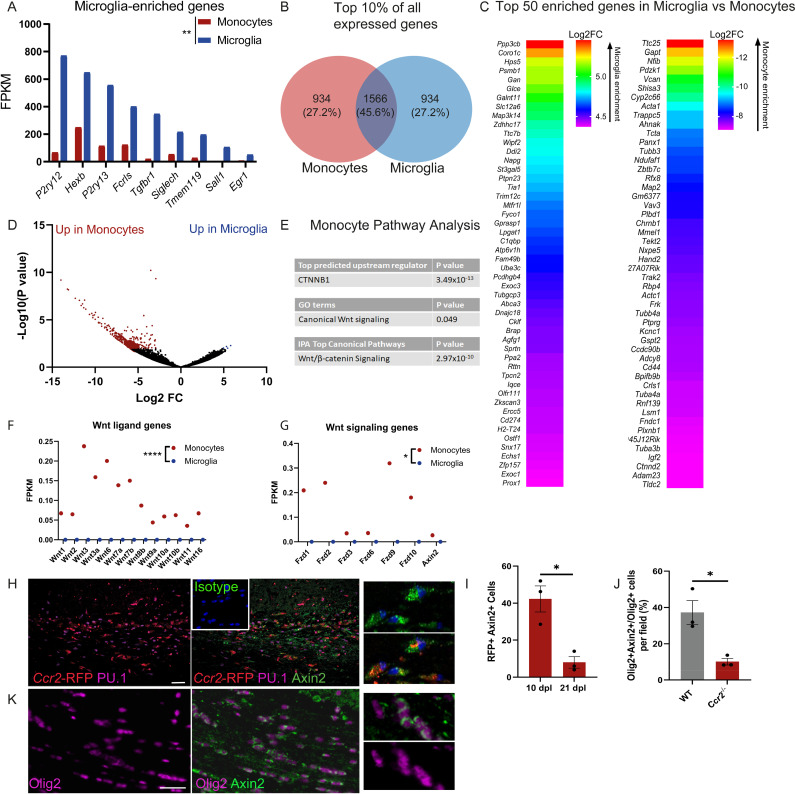
Monocytes have a Wnt signature during remyelination. (A) Mean expression in Fragments per Kilobase of Transcript per Million mapped reads (FPKM) of microglia-enriched genes in lesion monocytes (red) and microglia (blue) at 10 dpl. **P = 0.0026; 2-tailed paired Student *t* test. *n* = 2–3 mice/group. (B) Venn diagram of top 10% of all expressed genes in lesion microglia and monocytes at 10 dpl. (C) Log2 fold change (FC) in top 50 enriched genes in microglia (left) and monocytes (right). Values were generated by comparing microglia transcriptomes to monocyte transcriptomes; the positive values indicate an upregulation (enrichment) in microglia, whereas negative values indicate a downregulation in microglia, therefore, an enrichment in monocytes. Red indicates highest enrichment and purple indicates the lowest enrichment. *n* = 2–3 mice/group. (D) Volcano plot showing significance as –Log10 transformed *P* values against Log2FC. Black indicates no significant change, red indicates genes upregulated in monocytes vs. microglia, and blue indicates genes upregulated in microglia vs. monocytes. *P* value cutoff 0.01. *n* = 2–3 mice per group. (E) Pathway analysis of genes upregulated in monocytes vs. microglia at 10 dpl. (F) Average FPKM of Wnt ligand genes in monocytes (red) and microglia (blue) in lesions at 10 dpl. ****P < 0.0001; one sample *t t*est against microglia value of 0. (G) Average FPKM of Wnt signaling genes in monocytes (red) and microglia (blue) in lesions at 10 dpl. * *P* = 0.0152; one sample *t* test against microglia value of 0. (H) RFP+ lesion monocytes (red) expressing Axin2 (green) at 10 dpl, counterstained with myeloid cell nuclear marker PU.1 (purple). Inset, Axin2 isotype control. Scale bar, 100 µm. (I) Mean number of RFP+ cells expressing Axin2 ± S.E.M. at 10 and 21 dpl in *Ccr2*^RFP/+^ reporter mouse lesions. *P = 0.00111; unpaired 2-tailed Student *t* test. *n* = 3 mice/time point. (J) Mean percentage of Olig2+ cells expressing Axin2 ±  S.E.M. at 21 dpl in WT and *Ccr2*^−/−^ mice; * *P* = 0.0162; unpaired 2-tailed Student *t* test. *n* = 3 mice/group. (K) Oligodendrocyte lineage cells (Olig2+; purple) expressing Axin2 (green) at 21 dpl. Scale bar, 50 µm. Mice were 8–12 weeks of age in each group. Source data may be found in S1 Data.

To further interrogate the molecular mechanisms regulating monocyte function during remyelination, we performed pathway analysis on DEGs. 

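Few genes of the Wnt pathway had enough reads to compare, and none passed an adjusted p under 0.05 from edgeR. Of 113 genes on 6 Wnt lists, 43 could be tested, and 0 were higher and 0 lower in monocytes at an adjusted p under 0.05 from edgeR. At an unadjusted p under 0.05, 5 were higher and 1 was lower, and at an adjusted p under 0.05 DESeq2 called 8 and limma-voom 1. Ctnnb1, which encodes β-catenin, had 367, 341 and 6 reads in microglia and 4 and 194 in monocytes, a log2 fold change of 1.68 (standard error 1.77, adjusted p = 0.642 from edgeR) that turned to −1.03 with library totals. Axin1, a scaffold of the complex that degrades β-catenin, had 44, 93 and 2 reads in microglia and 1 and 628 in monocytes (log2 fold change 5.39, standard error 1.99, adjusted p = 0.206 from edgeR), and its sign turned to −0.25 without monocyte library 2. Among 7 tested Wnt target genes, 2 were higher when adjusted over the list alone: Cd44 and Ppard, a nuclear receptor gene with 13266 and 90 reads in monocytes and 1722, 392 and 11 in microglia (log2 fold change 9.54, standard error 3.18, adjusted p = 0.139 from edgeR, turning to −0.60 without monocyte library 1). The target genes Ccnd1 and Znrf3 were lower in both monocyte libraries than in every microglia library, and 1 of the 7 tested targets was higher in both. Of 27 tested intracellular components 14, such as Dvl1, Tnks and Apc, were lower in both. Over all genes tested 48.0% were lower in both, which is about the share of these components. Of the genes called higher in monocytes at an unadjusted p under 0.01, 3 were Wnt genes (Fisher's exact test, two-sided, odds ratio 1.69, p = 0.430), and 2 were targets (odds ratio 9.03, p = 0.0329, adjusted p = 0.230 over the 7 Fisher's tests). In the camera set test the targets ranked higher in monocytes (adjusted p = 0.00359; 0.0440 with library totals, 0.298 with an estimated correlation, 0.396 without monocyte library 1 and 0.0605 without microglia library 2), as did all Wnt genes together (0.00603; 0.260, 0.316, 0.454 and 0.120 under the same 4 alternatives, and 0.0836 with limma-voom weights), while the co-receptors (0.28) and intracellular components (0.0803; 0.00530 without microglia library 3) did not pass. Too few ligands, Frizzled genes and inhibitors passed the expression filter for a set test. Without the filter, 16 of 38 lists passed in camera, all ranking higher in monocytes, so passing there is not particular to Wnt genes. The 19 ligands had 39 reads in monocyte library 1 and 1 in monocyte library 2, against 323, 46 and 211 in the microglia libraries. Without the filter, the adjusted p from camera was 2.76e-05 for 15 ligands, 0.00348 for 10 Frizzled genes and 0.00266 for 10 inhibitors, all ranking higher in monocytes than the other genes. With the filter, 4 Frizzled genes gave 0.412 without monocyte library 1 and 0.518 without monocyte library 2. For a change in the list itself, without comparison with other genes, fry gave an adjusted p = 0.514 for the targets and 0.784 for all Wnt genes.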

The Wnt signaling regulator β-catenin (CTNNB1) was predicted to be a top upstream regulator of monocyte DEGs, and gene ontology (GO) term and Ingenuity Pathway Analysis (IPA) suggested significant regulation of the Wnt signaling pathway (Fig 2E). This is of interest given the previous association of Wnt signaling with monocyte responses to injury in other organs [16,39–41] and with the regulation of remyelination [42–44]. In monocytes, we detected expression of 13 of the 19 Wnt ligands (Fig 2F), 6 of the Wnt receptors (*Fzd1, 2, 3, 6, 9, 10*), and a major downstream Wnt target and signaling component (*Axin2*) (Fig 2G), whereas these gene products were not detectable in microglia. These findings suggest active autocrine Wnt signaling within monocytes during remyelination. 

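In monocytes, 13 of the 19 Wnt ligand genes and the 6 Frizzled genes Fzd1, Fzd2, Fzd3, Fzd6, Fzd9 and Fzd10 had a read where microglia had none, and each rested on 1 to 8 reads. All 13 ligands were read in monocyte library 1, and monocyte library 2 held 1 read of Wnt7b and of no other Wnt ligand. Wnt1, a canonical ligand, had 8 reads in monocyte library 1 and none elsewhere (0.492 ± 0.696 FPKM, SD, n = 2), Wnt3 had 5 reads, Wnt7b 4 in monocyte library 1, Wnt3a, Wnt6 and Wnt7a 3 each, Wnt8b and Wnt16 2 each, and Wnt2, Wnt9a, Wnt10a, Wnt10b and Wnt11 1 each. Mean levels of these ligands in monocytes lay between 0.0354 and 0.492 FPKM. Among the receptor genes, Fzd1 and Fzd2 had 6 reads each, Fzd9 5, Fzd10 4, and Fzd3 and Fzd6 1 each, all in monocyte library 1, at 0.0346 to 0.319 FPKM. Axin2, a target gene of Wnt signaling, had 1 read, in monocyte library 1. The 19 ligands together had 39 reads in monocyte library 1 (95% Poisson interval 27.7 to 53.3), and at the same rate monocyte library 2 would hold 74.4 (52.9 to 102), where it held 1. At a minimum of 3 reads, 6 ligands and 4 Frizzled genes were read in monocytes and not in microglia, at a minimum of 10 reads there were 0 and 0, and without monocyte library 1 there were 1 and 0. None of these 19 genes had enough reads for the edgeR test, and in the authors' deposited table 6 of them have p under 0.01: Wnt1 (0.00596), Wnt3 (0.00918), Wnt7b (0.00373), Fzd1 (0.00792), Fzd2 (0.00786) and Fzd9 (0.00945). In the deposited log2 CPM, a gene with no read scores 1.31 and −2.53 in the monocyte libraries. It scores −4.81, −4.76 and −3.41 in the microglia libraries. A gene read nowhere is thus already higher in monocytes, so these p-values do not rest on the few reads alone. From the ligands, receptors and Axin2 read in monocytes, the paper proposes active autocrine Wnt signaling in these cells.

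**Figure D2:**
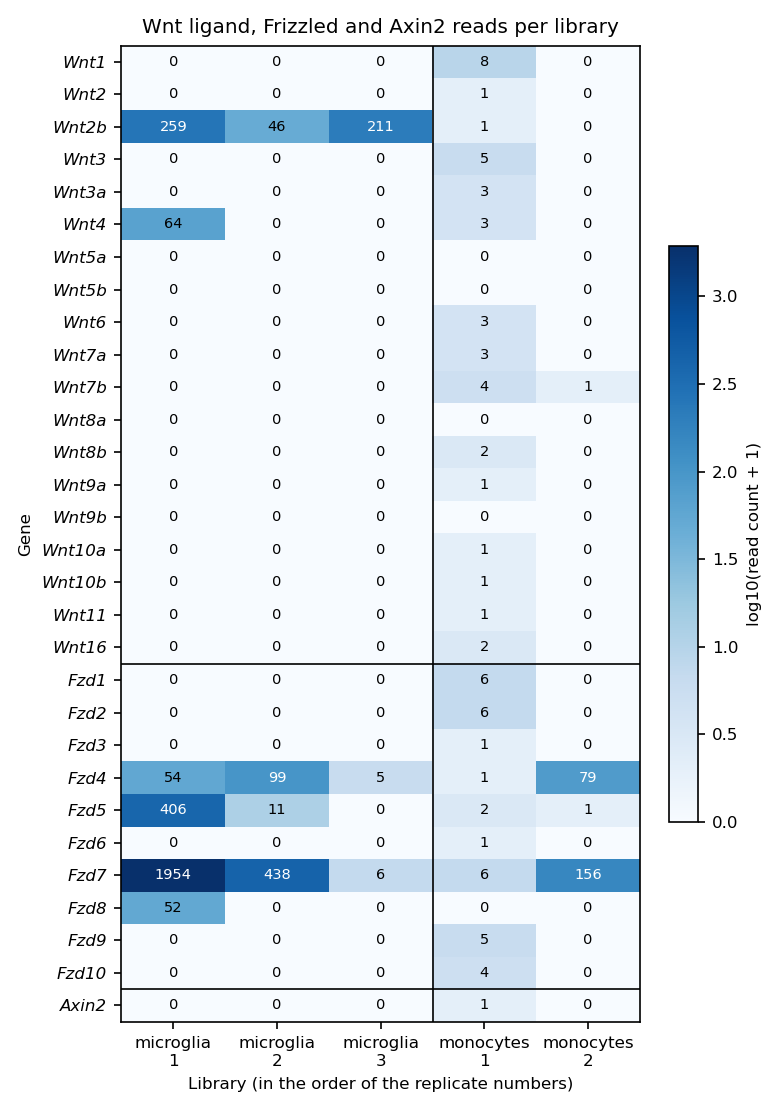
Reads per library of the 19 Wnt ligand genes, the 10 Frizzled genes and Axin2, with the number of reads in each cell and a colour scale of log10 (reads + 1). Columns are microglia libraries 1, 2 and 3 and monocyte libraries 1 and 2, and the ligands sum to 323, 46, 211, 39 and 1 reads.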

To validate this postulate, we assessed Axin2 protein expression in lesion monocytes using *Ccr2*^RFP/+^ reporter mice. Axin2+ RFP+ cells were detected at both 10 and 21 dpl, significantly decreasing over time as remyelination proceeds (Fig 2H and 2I). We also detected Wnt-responsive oligodendrocyte lineage cells in remyelinating lesions (Axin2+ Olig2+), which were significantly decreased in *Ccr2*^−/−^ lesions (Fig 2J and 2K). Altogether, these findings suggest that monocytes have a Wnt signature during remyelination and that Wnt responsiveness is both autocrine and paracrine within lesions.

### Wnt signature in monocytes in multiple sclerosis

We queried the translational relevance of our findings by investigating changes in monocyte Wnt activity in MS white matter lesions. As it is challenging to confidently distinguish between monocytes and microglia by immunostaining of human post-mortem tissue, we took advantage of a recently published single-nuclei RNA sequencing dataset of the rim of mixed MS lesions, which are sites of transition from efficient to poor remyelination [16,45]. Data-mining the genes significantly enriched in the 2 classical monocyte clusters (renamed clusters 1 and 2) relative to other immune cell clusters revealed that ~50% of genes are known to either be regulated by Wnts or regulate Wnt signaling (Fig 3A and 3B). We then asked whether such changes could also be detected in MS blood monocytes in association with clinical progression, as poor remyelination is observed in individuals with high disability [46], by assessing a highly-expressed subset of these genes using qPCR (Figs 3C and S3E). Of the 18 genes showing a ≥2-fold increase in expression in progressive MS monocytes over the average in healthy controls, 14 genes were significantly increased in cases with high clinical disability (secondary progressive multiple sclerosis [MS]; EDSS ≥ 6) versus those with low clinical disability (relapse-remitting MS; EDSS ≤ 2) (Fig 3C). This was not a result of higher age in the progressive MS group (S1 Table). Our results indicate that a Wnt signature is already partially induced in MS monocytes prior to CNS entry, which is increased in association with clinical disability progression.

**Fig 3:**
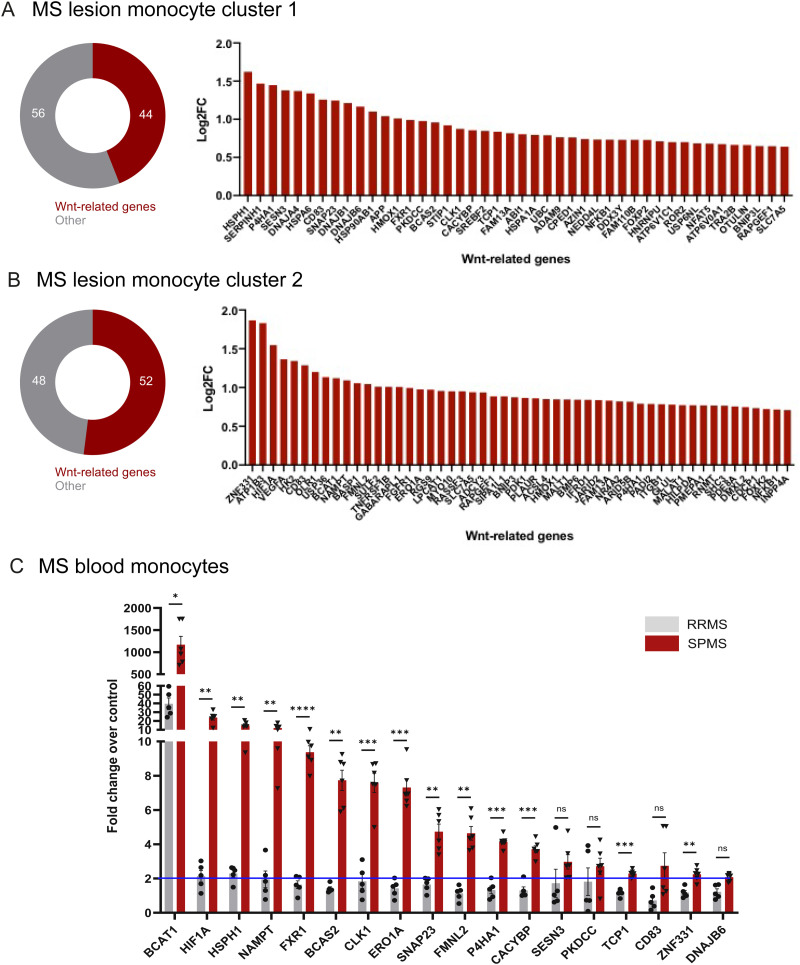
Wnt signature in MS monocytes. (A) Expression of Wnt-related genes in monocyte cluster 1, sequenced in the rim of mixed active MS lesions, represented as percentage of total cluster genes (left) and Log2 fold change (FC) (right). (B) Expression of Wnt-related genes in monocyte cluster 2, sequenced in the rim of mixed active MS lesions, represented as percentage of total cluster genes (left) and Log2FC (right). (C) Mean expression of Wnt-related genes in blood monocytes from individuals with relapse-remitting MS (RRMS; EDSS ≤ 2; *n* = 5) and secondary progressive MS (SPMS; EDSS ≥ 6; *n* = 6), which showed a ≥ 2-fold increase over healthy control (*n* = 4), represented as fold change over control. Brown-Forsythe and Welch ANOVA with Dunnet’s T3 multiple comparisons test; *P* = 0.0202 (*BCAT1*), 0.006 (*HIF1A*), 0.0058 (*HSPH1*), 0.0097 (*NAMPT*), <0.0001 (*FXR1*), 0.0014(*BCAS2*), 0.003 (*CLK1*), 0.0002 (*ERO1A*), 0.0050 (*SNAP23*), 0.0012 (*FMNL2*), 0.0002 (*P4HA1*), 0.0002 (*CACYBP*), 0.0001 (*TCP1*), 0.0084 (*ZNF331*). Source data may be found in S1 Data.

### Monocyte Wnt signaling reduces the efficiency of remyelination

We next explored the role of Wnts in monocyte function during remyelination by inhibiting their Wnt activity. First, we used a mouse model previously employed to assess the requirement of Wnt signaling in monocytes in the repair of other organs [41], where Wnt activity is conditionally knocked out by eliminating expression of the Porcupine enzyme (*Porc*) involved in the post-translational modifications of Wnts required for their release. In the absence of an existing transgenic mouse in which Cre recombinase is specifically active in monocytes without potential confounding activity in other immune cells [47,48], we used the *Csf1r*-iCre line which is effective in knocking out *Porc* in myeloid cells [41] (Fig 4A). Although this approach targets both microglia and monocytes, we did not detect a Wnt signature in microglia during remyelination. 

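Among the ligands, microglia had reads of Wnt2b and Wnt4 and of no other ligand gene. Wnt2b (chromosome 3 of GRCm38, 104945272 to 104961921) had 259, 46 and 211 reads in the microglia libraries, against 1 and 0 in monocytes, or 6.34 ± 4.46 FPKM (SD, n = 3) in microglia (log2 fold change −3.77, standard error 2.79, adjusted p = 0.539 from edgeR). Wnt4 had 64 reads in microglia library 1, none in the other microglia libraries, and 3 in monocyte library 1. The target genes Lef1, Nkd1, Sp5 and Notum had no read in microglia and 1, 1, 2 and 1 reads in monocyte library 1, while Ccnd1 had 305, 88 and 1792 reads in microglia and 4 and 9 in monocytes. The Wnt antagonist gene Dkk2 had 126, 37 and 0 reads in microglia and none in monocytes, and of the 2 inhibitors that could be tested 0 passed an adjusted p under 0.05 from edgeR (0 at an unadjusted p under 0.05, 1 with DESeq2, 0 with limma-voom).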

We found that in floxed controls, remyelination occurred at a slower pace than expected, with minimal remyelination at 14 dpl likely resulting from the Friend leukemia virus B background (versus the standard C57Bl/6) [4,18]. Despite this finding, at this time, *Csf1r*-iCre;*Porc*^fl/fl^ mice showed enhanced remyelination compared to floxed controls, as indicated by increased expression of the late-stage remyelination marker myelin basic protein (MBP; Fig 4B and 4C). However, there was no significant difference in the proportion of mature oligodendrocytes (CC1+ Olig2+) in *Csf1r*-iCre;*Porc*^fl/fl^ versus floxed control lesions at 14 or 21 dpl, indicating increased remyelination independent of an impact on oligodendrocyte differentiation (Fig 4D and 4E).

**Fig 4:**
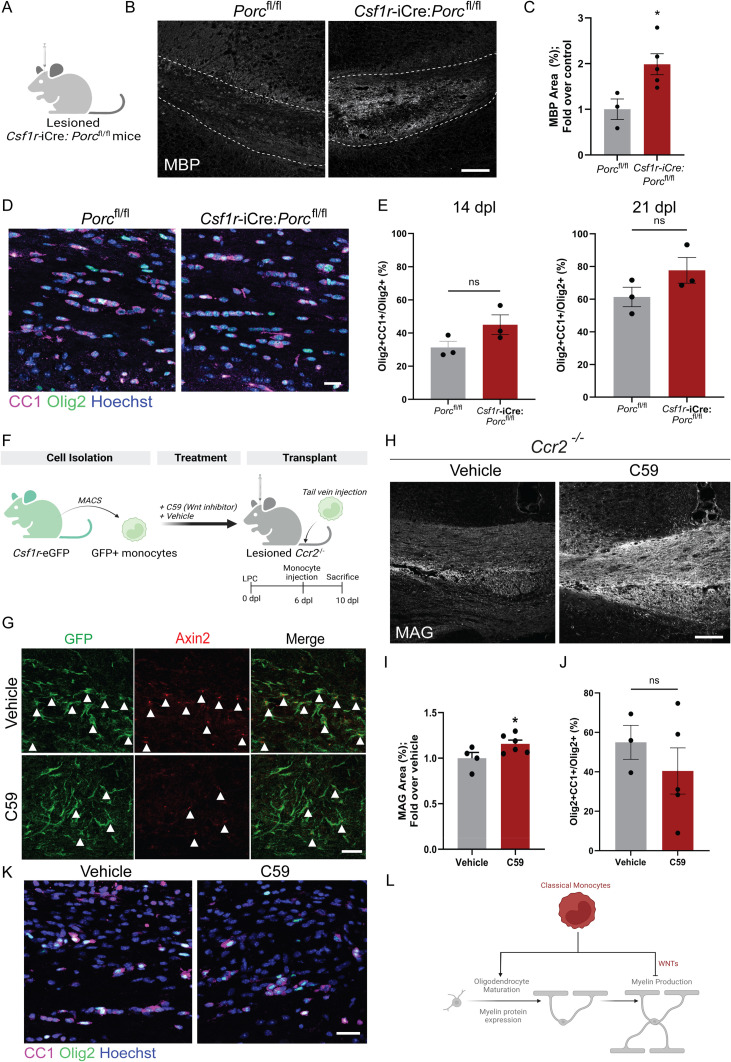
Wnt signaling in monocytes regulates remyelination efficiency. (A) *Csf1r*-iCre;*Porc*^fl/fl^ were lesioned to assess the impact on remyelination. (B) Representative images of myelin basic protein (MBP) expression within lesions (outlined) at 14 dpl in *Csf1r*-iCre;*Porc*^fl/fl^ compared to *Porc*^fl/fl^ controls. Scale bar, 25 µm. (C) Mean percentage area of MBP staining ± S.E.M. in corpus callosum of *Csf1r*-iCre;*Porc*^fl/fl^ compared to *Porc*^fl/fl^ controls at 14 dpl. *P = 0.0130, one-tailed *t* test against control value of 1. *n* = 3–5 mice/group. (D) Representative immunofluorescent labeling of oligodendrocyte lineage cells (Olig2^+^, green) which are mature (CC1^+^, magenta) in *Csf1r*-iCre;*Porc*^fl/fl^ compared to *Porc*^fl/fl^ control mice at 14 dpl, counterstained with Hoechst. Scale bar, 20 μm. (E) Mean percentage of Olig2^+^ cells which are CC1^+^ per field ± S.E.M. in *Csf1r*-iCre;*Porc*^fl/fl^ compared to *Porc*^fl/fl^ controls at 14 and 21 dpl; ^*^P = 0.1210 (14 dpl), 0.1741 (21 dpl); unpaired 2-tailed Student *t* test. *n* = 3 mice/group. (F) Schematic of transplant of C59- or Vehicle-treated GFP^+^ monocytes into lesioned *Ccr2*^−/−^ mouse circulation. (G) GFP^+^ transplanted cells detected in lesions of *Ccr2*^−/−^ mice, following *ex vivo* treatment with vehicle or C59, and stained for Axin2 (red), at 10 dpl. Double positive cells indicated with arrows. Scale bar, 25 µm. (H) Representative images of MAG expression within lesions at 10 dpl in lesioned *Ccr2*^−/−^ mice transplanted with C59- or vehicle-treated monocytes. Scale bar, 25 µm. (I) Mean percentage area of MAG staining ± S.E.M. in C59-treated monocyte transplanted *Ccr2*^−/−^ mice at 10 dpl, normalized to vehicle-treated monocyte transplanted control. ^*^ *P* = 0.0131, one sample *t* test against value of 1. *n* = 4–6 mice/group. (J) Mean percentage of Olig2^+^ cells which are CC1^+^ per field ± S.E.M. in C59- or vehicle-treated monocyte transplanted *Ccr2*^−/−^ mice at 10 dpl. ^*^P = 0.4217; unpaired 2-tailed Student *t* test. *n* = 3–5 mice/group. (K) Representative immunofluorescent labeling of oligodendrocyte lineage cells (Olig2+, green) which are mature (CC1+, magenta) in Vehicle-treated and C59-treated monocyte transplanted mice at 10 dpl, counterstained with Hoechst. Scale bar, 20 μm. (L) Graphical abstract of results: Classical monocytes support oligodendrocyte differentiation and myelin protein expression, yet impede myelin production during remyelnation in a Wnt-dependent manner. *Csf1r*-iCre; *Porc*^fl/fl^ were 8–14 weeks old. *Ccr2*^−/−^ in transplant experiments were 8–16 weeks old. Source data may be found in S1 Data.

Second, we aimed to specifically target monocytic Wnt activity. We asked whether we could influence the efficiency of remyelination by intravenously supplementing classical monocytes – with and without *ex vivo* Wnt inhibition – to lesioned *Ccr2*^−/−^ mice, in which endogenous circulating monocytes are significantly reduced (Fig 4F). To track injected monocytes, we isolated cells from the bone marrow of adult mice in which myeloid cells express Green Fluorescent Protein (GFP) (*Csf1r*-eGFP), via magnetic-activated cell sorting (S3F Fig). To inhibit the Wnt pathway, we treated isolated cells *ex vivo* with a small molecule inhibitor of Porcupine, C59, prior to extensive washing and tail vein injection of 500,000 cells in 100 µL of PBS. GFP+ cells were observed in lesions of mice injected with either vehicle-treated or C59-treated monocytes, with no significant difference in densities between groups (Figs 4G and S3G). GFP+ cells were IBA1 negative, indicating maintenance of monocyte identity without macrophage differentiation (S3H Fig), consistent with our findings in wild type and *Ccr2*^RFP/+^ mice (S1H and S1I Fig). C59 impaired Wnt signaling as demonstrated by reduced Axin2 staining (32 ± 3% Axin2+ GFP+ /total GFP+ cells versus 60 ± 3% in vehicle control, *P* = 0.0023; Fig 4G). Injection of C59-treated monocytes into *Ccr2*^−/−^ mice significantly increased remyelination at 10 dpl compared to vehicle-treated monocyte injection, evidenced by increased MAG signal (Fig 4H and 4I). However, there was no significant difference in oligodendrocyte differentiation between treatment groups (Fig 4J and 4K). Overall, these findings reveal that monocyte-derived Wnt decreases the efficiency of remyelination, independently of impacting oligodendrocyte differentiation.

## Discussion

Here, we uncover specific roles for monocytes in regulating the efficiency of remyelination. We discovered that monocytes support oligodendrocyte differentiation and myelin protein expression, yet impede myelin production in a Wnt-dependent manner (Fig 4L).

Our finding that monocytes support oligodendrocyte differentiation at the initiation of remyelination is consistent with prior literature suggesting their secretion of growth factors influencing oligodendrogenesis early-on in remyelination, such as IGF-1 and TGF-β [9,49]. However, our discovery that monocytes impede myelin production, especially in the final stage of remyelination, is novel. Interestingly, our observed increased myelin production concomitant with a downregulation of MAG protein when monocytes are constitutively reduced (in lesioned *Ccr2*^−/−^ mice) is consistent with myelination proceeding in excess in MAG global knockout mice (*Mag*^−/−^) [50,51]. Conversely, our finding contrasts previous work where depletion of circulating monocytes using clodronate liposomes resulted in reduced late-stage remyelination (21 dpl) [49,52]; in light of our data, we postulate that this result may have been consequent to the reported rebound increase in lesion myeloid cells subsequent to the short-term depletion [49], potentially increasing the number of monocytes present to impair remyelination. We acknowledge other potential differences with our study, including sex of the animals and increased monocyte recruitment to spinal cord versus brain lesions.

By sequencing monocytes in remyelinating lesions and performing functional interventions, we uncovered that they impede myelin production during remyelination via Wnt signaling. Whereas monocytic Wnt signaling promotes the repair of the liver [39], gut [41], kidney [53], and vascular network [40], our results are in line with Wnt signaling being known to impair remyelination [42–44]. The downstream activation of the Wnt pathway in monocytes during remyelination suggests autocrine signaling. In other tissues, Wnt signaling in monocytes regulates gene expression to influence phagocytosis and release of both pro- and anti-inflammatory cytokines [54]. We did not observe changes in myelin debris clearance in *Ccr2*^−/−^ lesions following demyelination, demonstrating that the Wnt-driven impact of monocytes on remyelination is independent of this process and pointing to the possible release of a Wnt-regulated factor restricting myelin production. In parallel, monocyte-released Wnts may directly influence other neural cells during remyelination. 

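Of the 10 Frizzled receptor genes, 4 had reads in microglia, and 2 of these, Fzd7 and Fzd4, had reads in all 3 microglia libraries. Fzd7 (chromosome 1 of GRCm38, 59482424 to 59486955) had 1954, 438 and 6 reads in microglia and 6 and 156 in monocytes, or 25.3 ± 34.8 FPKM (SD, n = 3) and 2.84 ± 3.46 FPKM (SD, n = 2). Fzd4 (chromosome 7, 89404355 to 89413134) had 54, 99 and 5 reads in microglia and 1 and 79 in monocytes, or 0.990 ± 0.777 and 0.924 ± 1.25 FPKM. Fzd5 had 406, 11 and 0 reads in microglia and Fzd8 had 52, 0 and 0. The co-receptor genes Lrp5 and Lrp6 had 1609, 368 and 196 and 1525, 1397 and 396 reads in microglia, and Tcf7l2, a transcription factor that acts with β-catenin, had 914, 409 and 61. The log2 fold change was −0.13 for Fzd7 (standard error 1.81, adjusted p = 0.976 from edgeR) and 2.43 for Fzd4 (standard error 1.99, adjusted p = 0.562). The sign for Fzd7 turned to 0.83 with RLE or DESeq2 scaling and 1.59 with limma-voom, and that for Fzd4 to −0.10 with library totals.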

We observed that microglia do not express Wnt receptors nor downstream effectors during remyelination thereby ruling out their response to monocyte-derived Wnts, in contrast to the microglial response to Wnts following developmental white matter injury [55]. However, oligodendrocyte lineage cells showed Axin2 reactivity during remyelination, which was in part dependent on monocytes. Wnt signaling in OPCs is known to impede remyelination by reducing oligodendrocyte differentiation [42–44], although we found no significant reduction in mature oligodendrocytes when monocyte-mediated Wnt release was blocked. Rather, we saw an increase in remyelination, which indicates a new role for Wnt signaling in regulating myelin production by oligodendrocytes during remyelination. Consistent with our mouse functional studies, we detected a Wnt signature in monocytes in MS brain lesions transitioning to poor remyelination efficiency [16,45], and in blood monocytes in progressive MS when remyelination often fails [46]. Although future work is required to understand which of the numerous Wnt gene targets are functionally implicated in impeding remyelination, the genes identified as being significantly altered in MS monocytes may in future serve as blood-based proxies for remyelination efficiency, pending validation. Altogether, this suggests that Wnt signaling in monocytes could contribute to impaired remyelination in MS and may represent a promising biomarker for poor remyelination efficiency.

We identified that monocytes have non-redundant roles from microglia during remyelination, as we observed altered oligodendroglial and myelin responses in the absence of monocytes which were not compensated for by the presence of microglia. Although this result is perhaps surprising given the low number of monocytes in brain lesions, very low numbers of infiltrating regulatory T lymphocytes and pericytes have been shown to regulate remyelination efficiency, via supporting oligodendrogenesis [56,57]. Our finding complements the known differential roles of distinct myeloid cell populations in the induction of autoimmune-mediated demyelination in the experimental autoimmune encephalomyelitis model, with microglia being protective whereas monocytes initiate damage [29,38,58,59]. Microglia and monocytes communicate with each other following CNS damage, with young monocytes supporting acquisition of a regenerative state by old microglia and myelin debris phagocytosis in parabiotic experiments [4,9], and microglia limiting the endogenous recruitment of monocytes into demyelinated lesions [12]. Given our findings, the latter may serve to limit monocyte entry to increase remyelination efficiency, however, future work is needed to fully elucidate how each myeloid cell population regulates the regenerative capacity of the other. Nonetheless, our finding of monocyte-specific regulation of remyelination, independent of the roles of microglia, has important implications for the development of regenerative therapeutics. Single-cell RNA sequencing of MS acute lesion biopsies suggested that monocyte contributions are variable yet could account for up to 60% of lesion myeloid cells [15], thus representing a significant population for therapeutic targeting. The opportunity to influence monocytes circulating in the blood is attractive, where taking advantage of the homing of classical monocytes to injured tissue eliminates the need for development of therapies that cross the blood-brain barrier. Indeed, a proof-of-concept study showed that transplanted genetically-modified blood immune cells, an approach which preferentially targeted monocytes, could be used to deliver a pro-regenerative factor to demyelinated lesions to enhance remyelination [60].

In summary, our study highlights the classical monocyte as a critical cell type that reduces remyelination efficiency. We propose that inhibiting monocytic Wnt signaling may represent a novel therapeutic strategy to enhance remyelination efficiency with progression of MS.

## Materials and methods

### *In vivo* focal CNS white matter demyelination

Experiments were performed according to ARRIVE2 guidelines under a project license issued to VEM (PP8451532) under the Animals (Scientific Procedures) Act 1986 and reviewed then approved by the Animal Welfare Ethical Review Body of the University of Edinburgh and the United Kingdom Home Office, or were approved by the Animal Care Committee at St. Michael’s Hospital (protocol numbers 230, 231, 232) in accord with the Canadian Council on Animal Care (CCAC). Mice were provided food and water *ad libitum* and exposure to 12-h light/dark cycles. Demyelinated lesions were induced in the corpus callosum of adult male (8−17 weeks) C57BL/6J mice (Jackson Laboratory 000664), *Ccr2*^−/−^ mice (B6.129S4-*Ccr2tm1lfc*/J, Jackson Laboratory 004999), *Csf1r-iCre;Porc*^*fl/fl*^ and *Porc*^*fl/fl*^ mice [41] (Jackson Laboratory 021024), and *Ccr2*^*RFP/+*^ mice (B6.129[Cg]-*Ccr2*tm2.1lfc/J, Jackson Laboratory 017586), by stereotaxic injection of 2 μL of 1% lysolecithin (LPC; vol/vol, Sigma-Aldrich L4129) using a Hamilton syringe at coordinates from Bregma: −1.2 mm caudal, −0.5 mm lateral, −1.4 mm ventral, as previously described [4,14,18,23]. Mice were sacrificed at various days post-lesion (dpl). To confirm our gating strategy to distinguish between microglia and monocytes, LPS was injected stereotaxically into the striatum (coordinates from Bregma: 0.0 mm caudal, −2.0 mm lateral, 2.5 mm ventral), and mice were sacrificed at 3 days post-injection. Mice used for FACS or flow cytometry were intracardially perfused with ice-cold 1X phosphate-buffered saline (PBS; Sigma-Aldrich, D8537). Mice used for immunofluorescence were intracardially perfused with PBS, then 4% paraformaldehyde (PFA, wt/vol; Sigma-Aldrich, P6148 or BioShop Canada, PAR070); brains were post-fixed overnight and cryoprotected in sucrose (BioShop Canada, SUC700) before OCT embedding (VWR, 361603E or Fisher, 23-730-571) and storage at −20 °C.

### Immunofluorescent staining of mouse tissue

Frozen coronal brain sections (10 μm) were air-dried for 15 min and blocked for 1 hour room temperature with PBS containing 5% horse serum (Gibco, 2,605,008) and 0.3% Triton-X 100 (Fisher Scientific, 10254583). For Axin2, Olig2, and PU.1 staining, heat-activated antigen retrieval was carried out by microwaving sections on a medium setting in 10 mM citrate buffer (pH 6.0; Vector laboratories, H-3300) and heating for 30 min at 60 °C in an oven. Sections were washed in 1X TBS (Fisher Scientific, BP24711) with 0.001% Triton-X-100 (Fisher Scientific, 10254583) prior to incubation with primary antibodies. For myelin and RFP stains, sections were incubated with ice-cold methanol at −20 °C for 10 min and washed in PBS prior to primary antibody incubation. Primary antibodies were applied overnight at 4 °C in a humid chamber and included rat-anti-MBP (Millipore, AB5,864, 1:250), rabbit anti-Axin2 (1:50; Abcam, ab18582 or 1:200; Abcam, ab32197), mouse anti-MAG (1:100; Sigma-Aldrich, MAB1567), rabbit anti-RFP (1:100; Abcam, ab62341 or ab185921), rabbit anti-Olig2 (1:100; Sigma-Aldrich, AB9610), goat anti-IBA1 (1:200; Abcam, ab5076), rat-anti-PU.1 (1:100; Biolegend, 681202), and mouse anti-APC (CC1; 1:500, Abcam, ab16794). For Axin2, Olig2, and RFP, primary antibodies were amplified using tyramides. Briefly, after washing in 1XTBS with 0.001% Triton-X to remove the primary antibody, sections were incubated with the species-specific HRP-conjugated secondary antibody (Vector Laboratories, anti-rabbit VECTMP740115 or anti-mouse VECTMP740215) before being washed again in 1XTBS with 0.001% Triton-X and incubated for 10 min in a humid chamber with either Opal 520 (1:100; Akoya Biosciences, FP1487001KT), Opal 570 (1:100; Akoya Biosciences, FP1488001KT), or Opal 650 (1:100; Akoya Biosciences, FP1496001KT). After a final washing step, the sections were co-stained with additional primary antibodies listed above, after which sections were incubated with Alexa fluor-conjugated secondary antibodies (1:500; Life Technologies) for 2 h at 20–25 °C in a humid chamber. Sections were then counterstained with Hoechst (Sigma-Aldrich, B2261 or Thermo Fisher Scientific, H1339), washed in PBS, and cover slipped using Fluoromount-G (Invitrogen, 00-4958-02). Tissue was imaged using an Olympus 3i Spinning Disk confocal microscope, a Leica SP8 confocal microscope, a Zeiss LSM 900, or a Zeiss wide field microscope.

### Tissue processing and electron microscopy

Mice were intracardially perfused with 4% PFA (wt/vol) and 2% glutaraldehyde (vol/vol, Sigma-Aldrich G5882) in 0.1 M phosphate buffer. Tissue was then post-fixed overnight in 1% glutaraldehyde in 0.1 M phosphate buffer at 4 °C. About, 1 mm tissue sections were processed into araldite resin blocks. Semi-thin (1 μm) sections were cut using a microtome and stained using a solution of 1% toluidine blue and 2% sodium borate prior to imaging on a Zeiss Axio microscope using brightfield to identify areas containing lesioned corpus callosum. Ultra-thin sections (60 nm) were subsequently cut of the lesioned corpus callosum, and stained with uranyl acetate and lead citrate before imaging on a JEOL Transmission Electron microscope. Axon size and *g*-ratios were measured using ImageJ (FIJI) software with a minimum of 100 axons measured per animal, and number of myelinated axons was counted using ImageJ (FIJI) software with a minimum of 10 images per animal analyzed.

### Myeloid cell detection and isolation from focal CNS remyelinating lesions

Monocytes and microglia were isolated from focal remyelinating lesions of corpus callosum as previously described [18,61]. Briefly, following perfusion with ice-cold PBS, brains were extracted and stored on ice in Hanks’ Balanced Salt Solution (HBSS) without Ca^2+^ and Mg^2+^ (Gibco, 14,175,095) with 10% FBS (Gibco, 10,500,064). Lesioned corpus callosum was dissected out from a 2 mm coronal section then homogenized manually, with a minimum of 40 passes using a 2 mL Dounce (DWK Life Sciences, 10,530,762). Following filtration (75 μm filter; Pierce, 87,791) cells were spun at 600 g for 5 min with brake. Cells were resuspended in 100% fetal bovine serum (FBS; Gibco, 10,500,064) and 33% isotonic Percoll (1:10; SLS, 17,089,102 or Cytiva, 17-0891-01). 1 mL of 10% FBS was carefully overlaid to create a concentration gradient, and the cells were spun for 15 min at 800 g at 4 °C without brake. The cell pellet was washed in FACS buffer (1% FBS, 1 µm EDTA in PBS) and spun for 10 min at 600 g at 4 °C, then resuspended in FACS buffer. Cells isolated from lesions were added to a 96-well plate and centrifuged at 400 g for 3 min. Cells were incubated in anti-mouse CD16/32 Fc-block (1:200; BD, 553142 or 1:400; BioLegend, 101319) and viability dye (1:1,000; eBioscience, 65086613) diluted in FACS buffer and incubated on ice for 20 min. Fluorescently-conjugated antibodies were added directly to the samples without washing and incubated on ice for 30 min. Antibodies included anti-mouse CD11b-PeCy7 (1:100; eBioscience, 25-0112-81 or 1:1,000, BioLegend, 101216, Clone M1/70), anti-mouse CD45-BV605 (1:300; Biolegend, 103139, Clone 30-F11), Ly6G-PerCP Cy5 (1:200, BioLegend, 127615, Clone 1A8) or Ly6G-PE/Dazzle 594 (1:600, BioLegend, 127648, Clone 1A8), Ly6C-FITC (1:600; BD, 553104, Clone AL-21), CD3-APC (1:200, BioLegend, 100235, Clone 17A2 or A700; 1:1,000, BioLegend, 100216, Clone 17A2) and F4/80-APC (1:600; BioLegend, 123116, Clone BM8). Cells were centrifuged at 400 g for 3 min resuspended in FACS buffer and passed through a 30 μm filter (Sysmex, 04-004-2326) prior to sorting (BD FACSAria Fusion) or analysis by flow cytometry (BD LSR Fortessa or CytoFLEX-LX). Cells were sorted into 1.5 mL Eppendorf tubes coated with 100% FBS then kept on ice. FlowJo was used for post-acquisition data analysis. To facilitate visualization of monocyte numbers in lesions, 3 mice were pooled for *Ccr2*^RFP/+^ lesion analysis, and 2 mice were pooled repeated 3 times for a total of 6 mice/group for wild-type sham PBS-injected, wild-type LPC-injected, and *Ccr2*^−/−^ lesion analyses.

### RNA extraction and ultra-low input RNA sequencing

The average cell yield was 5,777 microglia and 38 monocytes per mouse. We sequenced an average of 4 ng of RNA for microglia and 1.6 ng of RNA from monocytes, using ultra-low input RNA sequencing which is optimized for samples with as little as 0.5 ng; this was sufficient for our purposes as we detected high expression of myeloid cell-associated genes in both microglia and monocyte populations and differential expression of genes known to be enriched in microglia versus monocytes. Isolated cells were centrifuged at 800 g for 5 min, resuspended in 350 μL RLT Plus buffer with β-mercaptoethanol (QIAGEN, 1053393), and centrifuged at 8,600 g for 2 min using QIAshredder tubes (QIAGEN, 79656). RNA was extracted using the AllPrep DNA/RNA/miRNA kit (QIAGEN, 80224) as per the manufacturer’s instructions. Quantity and quality of RNA were determined using the Bioanalyzer 2100 (Agilent) and RNA 6000 Pico kit (Agilent, 5067−1513) as per the manufacturer’s instructions. cDNA production and library preparation were performed by BGI (Hong Kong). Briefly, double-stranded cDNA was prepared according to Ovation RNA-Seq System V2 (Tecan/NuGen, 7102−32), as per the manufacturer’s instructions. The amplified cDNA was combined with End Repair Mix (QIAGEN, Y9140-LC-L) and incubated at 20 °C for 30 min. End-repaired DNA was purified with AxyPrep Mag polymerase chain reaction (PCR) clean-up kit (Axygen, MAG-PCR-CL-50), then combined with A-Tailing Mix (Enzymatic) at 37 °C for 30 min. Adaptors (Invitrogen) were ligated to the Adenylate 3′ ends DNA, incubated at 16 °C for 16 h, and purified with AxyPrep Mag PCR clean-up kit. The adapter-ligated DNA fragments were selected based on the insert size and enriched by PCR amplification; the PCR products (final library) were purified with AxyPrep Mag PCR clean-up kit. The final library was quantitated in two ways: The average molecule length was determined using the Bioanalyzer 2100 using the DNA 1000 kit (Agilent, 5067−1504), and the library was quantified by real-time quantitative PCR (qPCR) (TaqMan Probe). The qualified libraries were amplified using cBot (Illumina) to generate the cluster on the Flow Cell (HiSeq 4000, Illumina). An average of 40M clean 100 paired-end reads were obtained per sample. Data was processed to remove adaptors, and low-quality reads were removed from raw reads.

### Bioinformatics

Raw data analysis was conducted by Fios Genomics (Edinburgh, UK). Briefly, data were pre-processed and aligned to the mouse genome (GRCm38) using STAR aligner, and number of mapped read pairs per gene was quantified based on GENCODE vM12 annotation. Quality control of samples was conducted using the array Quality Metrics package in Bioconductor. Data were normalized using trimmed mean of M values (TMM) and transformed using variance modeling at the observational level (VOOM) to Log2-counts per million (Log2- CPM) or Fragments per kilobase of transcript per million mapped reads (FPKM). Linear modeling was used for group comparisons using Limma and incorporating precision weights from VOOM to identify DEGs (*P* < 0.01). Functional analysis was conducted using GO term analysis, Venny2.1, and Ingenuity Pathway Analysis (IPA; QIAGEN).

### Real-time quantitative polymerase chain reaction (RT-qPCR) on mouse cells

Real-time (RT) qPCR was run using BioRad Custom PrimePCR plates, as per the manufacturer’s instructions. Briefly, cDNA was synthesized using 5x iScript Advanced Reaction Mix and iScript Advanced Reverse Transcriptase (BioRad, 1,708,890) at 46 °C for 20 min then 95 °C for 1 min. cDNA samples were mixed with 2x iTaq Universal SYBR-green Supermix (BioRad, 1725120) and iScript Reverse Transcriptase (BioRad, 1708840). The RT-qPCR was performed at 50 °C for 10 min, 95 °C for 1 min, 95 °C for 15 sec (40 cycles), and 60 °C for 60 sec (40 cycles). Data was analyzed using CFX manager and is represented as 2^−∆Ct^.

### Bone-marrow-derived monocyte isolation and transplantation

Monocytes were isolated from the bone marrow of 8–12 week-old MacGreen (*Csf1r-eGFP*) male mice using magnetic cell sorting (MACS) according to the manufacturer’s instructions (Miltenyi Biotec), and cells were kept on ice or at 4 °C throughout. Briefly, bone marrow cells were collected from the femur and tibia bones of MacGreen mice by flushing the shaft with a syringe and needle containing buffer solution (0.5% bovine serum albumin; Miltenyi Biotec, 130-091-376, and 2 mM EDTA; Thermo Fisher, AM9260G, in PBS). Cells were blocked and stained using a monocyte biotin-antibody cocktail (Miltenyi Biotec) for 5 min at 4 °C. Cells were subsequently washed with buffer solution and centrifuged for 10 min at 300 g. The cell pellet was resuspended in buffer containing anti-biotin microbeads (Miltenyi Biotec, 130-091-256) and incubated for 10 min at 4 °C before proceeding to magnetic separation. Separation was carried out by applying the cell suspension to an LS column (Miltenyi Biotec, 130-042-401) attached to a MidiMACS magnetic separator (Miltenyi Biotec, 130-042-302) and collection of the flow-through containing the enriched monocyte fraction. Monocytes were then treated with 10 nM C59 (Tocris, 5,148) or DMSO vehicle, diluted in PBS for 25 min at 4 °C. Cells were centrifuged for 10 min at 300 g and resuspended in PBS prior to injection into the tail vein of *Ccr2*^−/−^ mice. Each mouse received 1 injection containing 500,000 cells in 100 μL of PBS. Identity of isolated cells following MACS was confirmed using flow cytometry. Cells were incubated in anti-mouse CD16/32 Fc-block (Clone 93, 1:200; BD, 55,314) diluted in FACS buffer, and incubated on ice for 10 min. Fluorescently-conjugated antibodies were added directly to the samples and incubated on ice for 30 min. Antibodies included anti-rat CD11b-BV650 (1:100; BioLegend, 101239), anti-mouse CD115-BV605 (1:100; BioLegend, 135517), rat-anti Ly6G-BV510 (1:200; Biolegend, 127633), anti-rat Ly6C-PB (1:100; Biolegend, 128014), and rat-anti CD45-PE/Dazzle 594 (1:100; Biolegend, 103139). Cells were centrifuged at 400 g for 5 min and resuspended in FACS buffer then passed through a 30 μm filter prior to sorting (BD FACS Aria Fusion).

### Data-mining published MS monocyte transcriptomes

Datasets were obtained from a published study of single-nuclei RNA sequencing of MS chronic active (i.e., “mixed”) lesions [16]. In their study, the authors subclustered immune cells (*CSF1R*+, *C3*+, *CD74*+, *RUNX1*+) and lymphocytes (*PTPRC*+, *CD2*+, *SKAP1*+), then further subclustered these cells. Two clusters were annotated as monocytes based on upregulation of *CD83* and lower expression (negative Z scores) of microglia-enriched genes *SALL1* and *TMEM119* compared to all immune cells, including microglia. Peripheral immune cell (PBMC) signatures were further mapped onto a multimodal peripheral blood mononuclear cell reference dataset to confirm identities (https://satijalab.org/seurat/v4.0/reference_mapping.html); the majority of the monocytes expressed *CD14* rather than *CD16*, therefore representing classical monocytes. We mined the transcriptomes of both clusters for genes that are known to be regulated by Wnt or regulate Wnt signaling.

### Human monocyte isolation, RNA extraction, and qPCR

Participants with relapse-remitting or secondary progressive MS (using the 2017 revised McDonald criteria) were recruited from the MS clinics at NL Health (St John’s, NL, Canada) as part of the Health Research Innovation Team in Multiple Sclerosis study. Participants provided written consent with prior approval by the provincial Health Research Ethics Board. Age and sex-matched healthy control subjects were also recruited. Blood was drawn via venipuncture from four healthy controls, five patients with relapsing-remitting multiple sclerosis and six patients with secondary progressive MS; all participants were not on treatment, were female, and aged between 26 and 66 years old (S1 Table). Immediately after blood collection, PBMCs were isolated using SepMate PBMC isolation tubes (STEMCELL Technologies, 85460) and a Ficoll-Paque (Cytiva, 17-1440-03) density gradient. PBMCs were washed twice with PBS, counted, and cryopreserved in freezing media (20% DMSO, 10% DMEM, 70% FCS) and liquid nitrogen. CD14+ monocytes were positively selected to 95%–98% purity from thawed PBMCs using MACS anti-human CD14 microbeads, LS columns, and QuadroMACS separators (Miltenyi Biotec, 130-050-201, 130-042-401). The CD14+ cells were stored at −80 °C in 500 µL QIAzol Lysis Reagent (Qiagen, 79306). RNA was extracted using an RNeasy Micro kit (Qiagen, 74004). Briefly, 100 µL of chloroform (Fisher Scientific, AC423,555,000) was added to the sample, agitated for 2–3 min and centrifuged at 4 °C at 12,000 g for 15 min. The aqueous layer was removed and transferred to an RNase-free 1.5 mL centrifuge tube. The RNA was precipitated with 350 µL 70% ethanol and added to a spin column. The samples were centrifuged, washed, treated with DNase, and eluted with 14 µL RNase-free water as per the manufacturer’s instructions. A total of 200 ng RNA and 250 ng of random primers were used to synthesize complementary DNA (cDNA) using the M-MLV reverse transcriptase kit (Invitrogen, 28025013). The cDNA was stored at −80 °C. Gene-specific pre-amplification of the resulting cDNA was performed by mixing 5 μL of cDNA with custom primers (330,241, QIAGEN) before being placed in a real-time cycler (Biorad C1000 Thermal Cycler). Side reaction reducer was used to eliminate residual primers from the pre-amplification step before samples were stored at −20 °C. The PCR components mix for each sample was then generated using 102 μL of the amplified cDNA plus RT2 SYBR-green ROX qPCR Mastermix (330521 QIAGEN) before being loaded into a 384-well custom RT2 PCR array (330181, QIAGEN). Plates were run on QuantStudio 7 (Applied Biosystems) using SYBR as the method of detection. Following qPCR, genes were excluded from analysis if the difference in CT values between technical duplicates was greater than 1. Data is represented as fold difference in relative quantity over healthy control, calculated as 2^ΔCt (target gene in control − MS)^/ Geometric mean of 2^ΔCt (housekeeping gene in control − MS)^; the housekeeping genes selected were those stably expressed across groups (*ACTB* and *HSP90AB1*).

### Statistics

Statistical analysis was performed using GraphPad Prism software. Gaussian distribution was analyzed using the Shapiro–Wilks test or Kolmogorov–Smirnov test. Data are presented as mean ± standard error of the mean (S.E.M.). Data were analyzed using unpaired Student *t* test, Wilcoxon paired *t* test, Mann–Whitney test, One-way analysis of variance (ANOVA) with Tukey’s post hoc test, or Two-way ANOVA with Sidak’s multiple comparisons test. Human monocyte qPCR data were analyzed using a Brown Forsyth Welch ANOVA with Dunnet’s T3 multiple comparisons post-test. Values of *P* ≤ 0.05 were considered statistically significant.

## Supporting information

S1 Fig Detection of lesion monocytes. (A) Gating strategy for flow and fluorescence-activated cell sorting of myeloid cells in lysophosphatidylcholine (LPC)-induced lesions vs. sham PBS-injected corpus callosum, gating on live cells, CD11b^+^ cells, excluding Ly6G^+^ granulocytes and CD3^+^ T cells, and distinguishing microglia from monocytes based on logarithmic differential expression of CD45. Plots represent pooling of 2 mice per condition. SSC: side scatter. (B) Validation of gating strategy in a model in which monocytes (CD11b^+ ^CD3^−^ Ly6G^−^ CD45^hi^) are abundant, following lipopolysaccharide injection into the striatum. (C) Validation of gating strategy using LPC-injected *Ccr2*^RFP/+^ reporter mice in which all CD45^hi^ cells are RFP^+^, representing pooling of 3 mouse lesions. (D) Flow cytometry plot indicating Ly6C expression by CD11b^+ ^CD45^hi^ cells, representing a pooling of 2 mouse lesions. (E) Mean percentage of CD45^hi^ cells which express Ly6C ± S.E.M. Each data point represents a pooling of 2 mice, with *n* = 6 mice total. (F) Flow cytometry plot indicating that the majority of CD11b^+ ^CD45^hi^ Ly6C^+^ cells in lesions are negative for the macrophage marker F4/80, representing a pooling of 2 mouse lesions. (G) Mean number of lesion CD11b^+ ^CD45^hi^ Ly6C^+^ cells which are F4/80 positive vs. negative ±  S.E.M. **P = 0.0011, 2-tailed Student *t* test. Each data point represents a pooling of 2 mice, with *n* = 6 mice total. (H) Mean number of RFP+ cells which are IBA1− (red) or IBA1+ (grey) per field of lesion ± S.E.M. at 10 and 21 dpl. ****P < 0.0001 (10 dpl), 0.0177 (21 dpl), 2-way ANOVA with Sidak’s multiple comparisons tests. *n* = 3 mice/time point. (I) Representative fluorescent images of *Ccr2*^RFP/+^ lesions stained for the macrophage marker IBA1 (white). Scale bar, 25 µm. Mice were 8–12 weeks old. Source data may be found in S1 Data.
(TIF)

S2 Fig Myelin properties in Ccr2 knockout mice. (A) Representative images of lesions in wild type (WT) and Ccr2^−/−^ mice as indicated by absence of MBP (red) in the corpus callosum (outlined in white) at 3 dpl. Scale bar, 25 µm. (B) Myelin debris at 3 dpl in WT and *Ccr2*^−/−^ mice indicated by Oil Red O, counterstained with hematoxylin. Scale bar, 10 µm. (C) Mean number of myelinated axons/mm^2^ in unlesioned corpus callosum of WT and *Ccr2*^−/−^ mice. *P* = 0.4599; unpaired Student *t* test. *n* = 3 mice/group. (D) Average *g*-ratio in unlesioned corpus callosum of WT and *Ccr2*^−/−^ mice. *P* > 0.9999; unpaired Student *t* test. *n* = 3 mice/group. (E) Dot plot of *g*-ratio vs. axon diameter (µm) for all axons in unlesioned corpus callosum of WT (grey) and *Ccr2*^−/−^ mice (red). *n* = 100 axons/mouse/genotype, *n* = 3 mice/group. (F) Representative semi-thin sections of lesions in WT and *Ccr2*^−/−^ mice at 10 dpl stained for toluidine blue. Scale bar, 100 µm. (G) Dot plot of *g*-ratio vs. axon diameter (µm) for all axons in lesioned corpus callosum of WT (grey) and *Ccr2*^−/−^ mice (red). *n* = 100 axons/mouse/genotype, *n* = 3 mice/group. (H) Representative electron micrographs of myelin abnormalities in lesions as highlighted in red, including double myelin (i), myelin inclusions (ii), and myelin outfoldings (iii). (I) Average number of abnormal myelin structures/mm^2^ in WT (grey) and *Ccr2*^−/−^ (red) lesioned corpus callosum ± S.E.M. *P* = 0.5534; 2-tailed Student *t* test, *n* = 3 mice/group. Mice were 8–12 weeks old. Source data may be found in S1 Data.
(TIF)

S3 Fig RNA sequencing and analysis of lesion monocytes. (A) Quantitative PCR of microglia signature genes ± S.E.M. in 10 dpl lesion monocytes (red) and microglia (blue). ND = not detected. *P = 0.0351; 2-tailed paired *t* test. *n* = 2–3 mice/group. (B) Log2 fold change (FC) enrichment of monocyte-enriched genes in the CD11b^+^ CD3^-^ Ly6G^-^ CD45^hi^ vs. CD45^lo^ cells. (C) Average FPKM of genes associated with oligodendrocytes (*Mbp*, *Olig2*), neurons (*Rbfox3*), astrocytes (*Aldh1l1*, *Gfap*), vascular cells (*Tie1*, *Cdh5*), granulocytes (*Ly6g*), and T cells (*Cd3*, *Cd4*) in monocytes (red) and microglia (blue) in lesions at 10 dpl. ND = not detected. (D) Average FPKM of phagocytosis-associated genes in monocytes (red) and microglia (blue) in lesions at 10 dpl. *P* = 0.0835; 2-tailed paired *t* test. (E) Mean expression of Wnt-associated genes in blood monocytes from individuals with relapse-remitting MS (RRMS; EDSS ≤ 2; *n* = 5) and secondary progressive MS (SPMS; EDSS ≥ 6; *n* = 6) which showed a <2-fold increase over healthy control (*n* = 4), represented as FC over control. Brown-Forsythe and Welch ANOVA with Dunnet’s T3 multiple comparisons test; *P* = 0.0325 (ATP1B3), 0.0376 (VEGFA). (F) Proportion of cells, indicated as cell frequency (%), from MACS-sorted bone marrow cells prior to transplant into *Ccr2*^−/−^ mice. Neutrophils (CD45^+^ CD115^-^ Ly6G^hi^); MDP; monocyte dendritic cell progenitor (CD45^+^ CD115^+^ CD11B^-^ Ly6G^lo^ Ly6C^lo^); mono: monocytes (CD45^+^ CD115^+^ CD11B^+^ Ly6G^lo^, Ly6C^hi^ vs. Ly6C^lo^). (G) Mean number of GFP+ cells per lesion field in *Ccr2*^−/−^ mice injected with C59- or vehicle-treated monocytes. *P* = 0.4236; unpaired 2-tailed Student t test. *n* = 4–6 mice/group. (H) Transplanted monocytes (GFP+ ; asterisk) in lesions positive for Axin2 (red) but negative for IBA1 (white). Mice were 8–12 weeks old. Source data may be found in S1 Data.
(TIF)

S1 Table MS blood monocyte sample information. Information for samples from healthy controls and people with relapse-remitting multiple sclerosis and secondary progressive multiple sclerosis: age, sex (F: female), time since last relapse, and expanded disability status scale (EDSS) score.
(PDF)

S1 Sheet RNA sequencing of lesion microglia and monocytes. Log2 fold change and P values of gene expression comparisons between CD11b^+^ Ly6G^−^ CD3^−^ CD45^lo^ cells (microglia) and CD11b^+^ Ly6G^−^ CD3^−^ CD45^hi^ cells (monocytes) from lysophosphatidyl choline-induced lesions of corpus callosum at 10 days post-lesioning.
(XLSX)

S1 Data Source data. Numerical data used to generate the graphs in each of the figure panels, shown in separate tabs.

## Abbreviations

ANOVA: analysis of variance
CNS: central nervous system
dpl: days post-lesion
FACS: fluorescence-activated cell sorting
FC: fold change
GFP: Green Fluorescent Protein
IPA: Ingenuity Pathway Analysis
LPC: lysophosphatidyl choline
MAG: myelin-associated glycoprotein
MBP: myelin basic protein
MS: multiple sclerosis
OPC: oligodendrocyte progenitor cell
PFA: paraformaldehyde
RNA: ribonucleic acid
VOOM: variance modeling at the observational level
WT: wild type

# Supplementary material for: Monocyte-secreted Wnt reduces the efficiency of central nervous system remyelination
**Source:** PLoS Biol. 2025 Apr 15;23(4):e3003073. doi: 10.1371/journal.pbio.3003073
**Supplement:** S1 Table — Information for samples from healthy controls and people with relapse-remitting multiple sclerosis and secondary progressive multiple sclerosis: age, sex (F: female), time since last relapse, and expanded disability status scale (EDSS) score.

Table S1. Blood monocyte sample information

Category	Sample	Age	Sex	Time since last relapse (months)	EDSS
**Control**	1	60	F	-	-
	2	44	F	-	-
	3	35	F	-	-
	4	51	F	-	-
**RRMS**	1	41	F	3	0
	2	54	F	5	2
	3	26	F	0.5	0
	4	39	F	2	0
	5	66	F	1.5	0
**SPMS**	1	49	F	-	6.5
	2	47	F	-	6.5
	3	47	F	-	6.5
	4	47	F	-	6.5
	5	49	F	-	6
	6	56	F	-	6

How the deposited data were processed for this re-analysis (not part of the article)

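CD45lo microglia (3 libraries) and CD45hi monocytes (2 libraries) came from LPC lesions of the corpus callosum of wild-type mice at 10 dpl. The counts are read pairs per gene, which the authors made by aligning reads to GRCm38 with STAR (2.5.2a in the submitters' notes) and counting on GENCODE vM12 after removing adaptors and reads of low quality. The FPKM were deposited by the authors per kilobase of gene and scaled by the library total; checked against the counts, no TMM factor enters. The authors' deposited score per gene and library is log2 CPM after TMM and voom, with TMM over all columns of their table. The log2 fold change of microglia over monocytes is from the authors' limma fit with voom weights (R 3.3.2, edgeR 3.16.5 and limma 3.30.8), as deposited. The p-value beside it is the authors' unadjusted p, as deposited. The counts table lists 24984 genes, of which 20182 had a count in the 5 libraries, and the FPKM table lists 49671. In each of 3 tables 4 columns of other samples were not used here.

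From the counts, edgeR 4.0.16 (R 4.3.3) compared monocytes with microglia by its quasi-likelihood test, with TMM factors, its filter on low expression by group and Benjamini-Hochberg adjustment over 10105 genes. limma 3.58.1 (voom, camera and fry) and DESeq2 1.42.0 gave alternatives, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 the rest. Camera used a preset correlation of 0.01 and log2 CPM with a prior count of 2, and 25 lists were set tested. The list of Fig 2C was chosen by the study on these libraries, and it and the list of Fig 2A were not set tested. The other lists come from textbook knowledge and were fixed, with the design and the first alternatives, before the data were examined. Some of their members, such as Vcan, Ahnak and Gapt on the classical monocyte list, are also in Fig 2C. Coordinates are from GENCODE vM21.

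Genes were named by a rule: every gene the paper names for these libraries or shows in Fig 2A, Fig 2F, Fig 2G and S3C Fig, up to 6 members of each list with the smallest p, and the 10 genes per direction with the smallest p among those past an adjusted p under 0.05 whose groups do not overlap. Predicted genes and symbols ending in Rik or -ps were left out, which kept 2 pseudogenes whose symbols end in a number. Other genes, such as those with high counts in 1 library, were chosen after their values were seen.

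A count of 0 was given a limit of 3 counts, which is 0.333 to 0.878 CPM by library. Intervals are 95% exact binomial or Poisson intervals and cover counting error only. Detection was also counted after thinning every library to 3417150 counts (100 draws, seed 20251). The tools were tested on simulated data with 200 changed genes. At a dispersion of 0.1, edgeR recovered 81.1% of changes of 3 and 93.8% of changes of 6 on the log2 scale, with 4 unchanged genes called. At the dispersion of 1.57 estimated from the libraries, edgeR and limma-voom recovered 0%, and DESeq2 6.90% and 47.8% with 77 unchanged genes called.

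Alternatives were limma-voom, DESeq2, library totals, RLE factors, no filter, CPM above 1 in at least 2 libraries, the genes of the authors' comparison, leaving out each library, and other units and count minimums. TMM factors from the 982 genes with at least 10 counts in every library, limma-voom over the genes of the authors' comparison, and calls with a count in both monocyte libraries were added after the data were seen. Pathway software of the paper was not run. Values of some single genes are not reported here.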

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

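Of the tests below, those on even expression in both monocyte libraries and on reads per exonic kilobase were chosen only after the result was seen. Genes of embryonic patterning transcription factors, which the paper does not discuss, were counted as a test of coding sequence from outside the sorted cells, and they stood out because many had reads in monocyte library 1 and few in the microglia. Of 124 such genes, 74 (59.7%, 95% exact binomial interval 50.5% to 68.4%) had a read in monocyte library 1, against 3 in monocyte library 2 and 11, 8 and 3 in the microglia libraries. Among them 26 of 39 Hox genes had a read in monocyte library 1, and 1 had one in monocyte library 2. The Wnt ligand and Frizzled genes without a microglia read share this shape, with 19 of 23 read in monocyte library 1 (82.6%, 61.2% to 95.0%) and 1 in monocyte library 2.

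The counts do not settle other readings of these Wnt and Frizzled reads. Stray reads over genes that are not expressed were not decided. The share of olfactory and vomeronasal receptor genes with a read, which was the test set before, decided neither way, at 5.35% (4.25% to 6.64%) in monocyte library 1 and 5.07% (4.00% to 6.34%) in the highest microglia library. Per exonic kilobase in monocyte library 1, the Wnt and Frizzled genes had 16.0 times as many reads as these receptor genes (95% interval 11.8 to 21.6). This speaks against stray reads only if they reach both kinds of gene equally, which was not tested. Protein-coding genes without a microglia read had 1.19 reads per exonic kilobase there, with 10324 reads on 1 gene, and the Wnt and Frizzled genes 0.647. Low reads over genes of every kind that microglia lack would give equal shares at equal length, if they reach all genes equally, which was not tested. The share was higher for the Wnt and Frizzled genes, with a smallest ratio over the length classes with a test of 2.55 (Fisher's exact test, two-sided, p = 0.0010). This test takes genes of 1 library as independent, and reads per exonic kilobase went the other way, so it does not decide. Over all protein-coding genes without a microglia read, 17.9% had a read in monocyte library 1 and 1.04% in monocyte library 2.

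A candidate explanation that stays open is coding sequence from outside the sorted cells in monocyte library 1, since 58.5% (48.5% to 68.0%) of the 106 patterning genes without a microglia read had a read there and 0.943% in monocyte library 2. These genes are part of the 124 above, so they add no separate support. Low expression of developmental genes by the cells of monocyte library 1 would give the same counts, and no test here separates it. Even expression in both monocyte libraries cannot be told apart from expression in 1 of them, since monocyte library 2 held 1 ligand read and the spread between single libraries of amplified reads is unknown. Bias by GC content was not tested, and no other monocyte library of these mice was analysed here.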

How the results depend on the processing

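No paired analysis was made, because each library has its own replicate number and the labels do not say which libraries came from the same mice. Whether the groups were paired is therefore unknown. The tests with TMM factors from genes with at least 10 counts in every library, with limma-voom over the genes of the authors' deposited comparison, and of calls with a count in both monocyte libraries were chosen only after the result was seen. Of 177 values of the main results under an alternative, 110 stayed the same and 67 moved, over 13 results. Of 428 values for 31 named genes, 331 stayed the same, 29 lost and 39 gained an adjusted p under 0.05, and 29 reversed.

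Genes higher in monocytes at an adjusted p under 0.05 from edgeR (6) numbered 32 with limma-voom, 1016 with DESeq2, 0 with library totals, 70 without a filter, 14 at CPM above 1, 65 over the authors' genes, 3 with the added TMM factors, 1016 with the added limma-voom, and 0 to 343 leaving out 1 library. Genes higher in microglia (0) numbered 104 with DESeq2 and 5 with the added limma-voom. At an unadjusted p under 0.01, genes higher in monocytes (430) numbered 252 with limma-voom, 979 with DESeq2, 46 with library totals, 184 with the added TMM factors, 2390 with the added limma-voom, 279 with a count in both monocyte libraries, and 10 to 644 leaving out 1 library. Genes higher in microglia (24) numbered 0, 95, 480, 204 and 69 under the first 5 of these settings, 105 without a filter or over the authors' genes, and 3 to 30 leaving out 1 library.

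Classical monocyte markers (2) numbered 4 with limma-voom, 8 with DESeq2, 0 with library totals, 1 with RLE, 1 with the added TMM factors, 7 with the added limma-voom and 0 to 5 leaving out 1 library. Phagocytosis genes (0) numbered 6 with DESeq2, 1 with the added limma-voom and 0 to 2 leaving out 1 library. The top 10% shared 658 genes when taken from the genes with a count. Wnt ligands read in monocytes (15) numbered 7 at 3 counts, 0 at 10 counts, 1 in every library and 1 to 15 leaving out 1 library, and in microglia (2) 1 in every library and 1 to 2 leaving out 1 library. Frizzled receptors read in monocytes (9) numbered 2 at 10 counts, 3 in every library and 3 to 9 leaving out 1 library, and in microglia (4) 2 in every library. The fall without monocyte library 1 follows from the reads lying there. Wnt lists past the threshold (2) numbered 0 with an estimated correlation, 0 by fry, 1 with limma-voom weights, 5 without a filter, 1 with library totals and 0 to 3 leaving out 1 library, and over the 25 single lists, without all Wnt genes pooled (11), it was 0 with an estimated correlation and 0 by fry.

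Log2 fold changes that reversed were Csf1r (−2.10), Itgam (−0.16), Cx3cr1 (−1.35), Ptprc (−1.18), Fzd4 (−0.10) and Ctnnb1 (−1.03) with library totals; Csf1r (−0.46) and Ctnnb1 (−0.13) with the added TMM factors; P2ry12 (0.17), Tmem119 (0.24) and Fzd7 (1.59) with limma-voom; Tmem119 (0.54) and Fzd7 (0.83) with DESeq2 or RLE; and Fzd7 (0.89) with the added limma-voom. Leaving out 1 library, they reversed to 1.13 for P2ry12 and 0.33 for Tmem119 (without microglia library 3), 0.74 for Fzd7 (without microglia library 1), −4.34 for Fcgr1, −0.042 for Csf1r, −0.51 for Cx3cr1, 0.02 for Fzd7 and −0.60 for Ppard (without monocyte library 1), and −6.34 for Lgals3, −0.94 for Itgam, −0.47 for Fzd4, −0.58 for Ctnnb1 and −0.25 for Axin1 (without monocyte library 2). Over all settings that leave out 1 library, these genes ranged from −1.92 (P2ry12), −1.19 (Tmem119), −0.04 (Csf1r) and −1.70 (Fzd7) at the lowest to 7.69 (Lgals3), 7.95 (Fcgr1), 2.24 (Csf1r), 2.57 (Itgam), 3.43 (Cx3cr1), 2.85 (Fzd4), 2.05 (Ctnnb1), 6.06 (Axin1) and 10.11 (Ppard) at the highest. Log2 fold changes that kept their sign and moved by more than 1 include those of Mbp (−4.56), Sall1 (−4.20) and Wnt2b (−10.50) without monocyte library 1 and Tgfbr1 (−0.44) without microglia library 3. Apart from settings that test other genes or fewer libraries, the cause was not tested. With 5 libraries and a common dispersion of 1.57, edgeR recovered 0% of simulated changes of 6 on the log2 scale.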

Differences from the paper's values

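At the paper's threshold of an unadjusted p under 0.01, the paper gives 4 genes higher in microglia and edgeR gave 24. Of the alternatives set before the data were examined, the count without microglia library 2 (3 genes) was within 1.5 times the paper's, and the others were not: 0 with limma-voom, 95 with DESeq2, 480 with library totals, 16 with RLE, 105 without a filter or over the authors' genes, 25 at CPM above 1, 8 without microglia library 1 or 3, 19 without monocyte library 1 and 30 without monocyte library 2. Counted in the authors' deposited table, 457 genes were higher in monocytes and 4 in microglia, which match the paper. Limma-voom with TMM over the same genes, chosen after seeing the values, gave 2390 and 69.

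The paper gives an average of 40M clean reads per sample, and the counts assigned to genes average 6.30M per library, a later step of the processing. For Wnt1 in monocytes, Fig 2F shows about 0.067 FPKM, read by eye, and the deposited FPKM average 0.492 ± 0.696 (SD, n = 2); no alternative applies to this mean.

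The paper states that 1566 genes of the top 10% were shared and 934 were in each group only. The deposited log2 CPM gave 1565 and 935, and the FPKM gave 1211 and 1289.

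The paper states that microglia express no Wnt receptors. Fzd7 and Fzd4 had reads in every microglia library, and Fzd5 and Fzd8 in at least 1 of them. It states that Wnt ligands were found in monocytes and not microglia for the genes it counts, and 13 ligands and 6 Frizzled genes with a monocyte read and no microglia read match these counts. Outside of them Wnt2b and Wnt4 had microglia reads, of which Wnt2b had them in all 3 libraries. The paper states that a low level of Mbp transcript was found in microglia and not in monocytes, and each monocyte library had 3 reads of it. For the paper's classical monocyte markers, the list of S3B Fig is not given in the text, and on a textbook list Ccr2 and Ly6c2 had no monocyte read while Vcan and Ahnak were higher in monocytes at an adjusted p under 0.05 from edgeR. Vcan and Ahnak are also in the monocyte panel of Fig 2C, which was chosen on these libraries.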

Other observations

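Of the tests below, those on TMM scaling, on reads from 1 of the 2 monocyte libraries, on more genes expressed by monocytes and on swapped labels were chosen only after the result was seen. Genes of antigen presentation by MHC class II ranked higher in monocytes as a list of 10 (camera, adjusted p = 0.000600; 0.00325 with library totals, 0.298 with an estimated correlation), with a median log2 fold change of 2.95 with TMM and −0.68 with library totals. H2-Eb1, which encodes an MHC class II β chain (chromosome 17 of GRCm38, 34305867 to 34316674), had 24, 3 and 4 reads in microglia and 1 and 4571 in monocytes (log2 fold change 10.14, standard error 2.65, adjusted p = 0.0770 from edgeR; 1.71 without monocyte library 2). The invariant chain gene Cd74 had 2411, 744 and 19 reads in microglia and 40 and 12302 in monocytes, so that both genes rest on monocyte library 2. The dendritic cell list (8 genes) gave an adjusted p = 0.000402 from camera, and 0.298 with an estimated correlation. Before the expression filter it shares H2-Aa, H2-Ab1, H2-Eb1, H2-DMb2 and Ciita with the MHC class II list, so the 2 results are not independent. Genes of disease-associated microglia also ranked higher in monocytes (23 genes; 2.56e-08, and 0.318 with an estimated correlation), among them Ctsb, a lysosomal protease gene with 1743 ± 672 FPKM in monocytes (SD, n = 2) and 612 ± 352 in microglia (SD, n = 3), and Spp1, which encodes osteopontin (518 ± 728 and 88.2 ± 92.4 FPKM).

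Cholesterol handling matters for clearing myelin, and its 18 tested genes ranked higher in monocytes (camera, adjusted p = 0.00359; 0.00400 with library totals, 0.339 with an estimated correlation). Nr1h3, which encodes the liver X receptor α, had 62, 2 and 1 reads in microglia and 2 and 917 in monocytes (log2 fold change 7.02, standard error 2.16, adjusted p = 0.109 from edgeR; 1.88 without monocyte library 2). The lipoprotein lipase gene Lpl averaged 375 ± 284 FPKM in monocytes and 113 ± 115 in microglia (adjusted p = 0.415 from edgeR). Of the 25 lists set tested with camera, 11 passed by ranking higher in monocytes and 0 by ranking lower, so this direction is not particular to a list. With library totals, the median log2 fold change was −2.64 for growth factors, −2.10 for adhesion and migration, 2.10 for matrix and scar and 0.47 for mitochondrially encoded genes. Over all genes it was −4.73. With camera, the adjusted p was 0.0106 for growth factors (8 genes, with Tgfb1 and Igf1), 0.000171 for adhesion and migration (18), 0.000217 for matrix and scar genes (5) and 0.000171 for mitochondrially encoded genes (7). Each of these lists ranked higher in monocytes than the other genes. With an estimated correlation the adjusted p was 0.339, 0.316, 0.316 and 0.316. With library totals it was 0.0794, 0.000504, 0.000491 and 0.000884. Without monocyte library 1 it was 0.146 for growth factors, 0.418 for matrix and scar genes and 0.0540 for mitochondrially encoded genes, and for growth factors it was 0.0605 without microglia library 2 and 0.0547 without microglia library 3. Without monocyte library 2 it was 0.246 for MHC class II and 0.102 for cholesterol handling, and without the expression filter it was 0.0980 for each. It was 0.0945 for the interferon response, 0.553 for cytokines and chemokines, 0.408 for the cell cycle, 0.805 for immediate early genes, 0.0803 for heat shock, 0.0803 for homeostatic microglia, 0.0846 for glycolysis and 0.262 for oxidative phosphorylation. Some of these lists passed under an alternative, all ranking higher in monocytes than the other genes. The interferon response had an adjusted p from camera of 0.0360 with library totals, 0.0192 with limma-voom weights, 0.0441 without microglia library 1, 0.00861 without microglia library 2 and 0.00459 without monocyte library 1. Heat shock had 0.00852 without microglia library 3 and 0.00706 without monocyte library 1, homeostatic microglia 0.000311 without microglia library 3 and glycolysis 0.0441 without microglia library 1. No gene of liver, heart, muscle, testis, pancreas or eye on the foreign tissue list passed the expression filter, and 8 had a read in monocyte library 1 and 0 in monocyte library 2. Without the filter, 11 of these genes ranked higher in monocytes (camera, adjusted p = 0.00663).

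More genes were called higher in monocytes than in microglia at an unadjusted p under 0.01. TMM scaling cannot be told apart from a difference of the cells here, since library totals moved the median log2 fold change of all genes from −1.11 to −4.73 together, so the 8.75% of calls higher in monocytes with them does not show which scaling is apt. Reads of a gene coming from 1 of the 2 monocyte libraries may add to it, since 85.6% of the genes called had at least 95% of their monocyte CPM in 1 library. More genes expressed by monocytes cannot be told apart from these, because at 1 depth the monocyte libraries held 9972 and 8452 genes with a read and the microglia 9364 to 14946. A difference of the cells' total RNA stays open and was not tested.

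Several classical monocyte markers, such as Ccr2 and Ly6c2, had no reads in the monocyte libraries. A swap of labels between the groups is argued against by Sall1, at no more than 7.52 CPM in monocytes and at 1145, 245 and 283 CPM in microglia. Transcripts lost at low input cannot be told apart from absence, since of 13 ribosomal protein genes above 50 CPM in every microglia library 1 (7.69%, 95% interval 0.195% to 36.0%) was under 1 CPM in monocyte library 2. The median of these 13 genes was 2.93 CPM in monocyte library 1, against 169, 152 and 111 CPM in microglia and 216 CPM in monocyte library 2. Maturation of the monocytes into macrophages cannot be told apart from either, with an adjusted p = 0.0611 from camera for the macrophage list (0.0739 with library totals and 0.0195 with limma-voom weights; 12 genes, 0 past an adjusted p under 0.05 from edgeR, 3 at an unadjusted p under 0.05, 4 with DESeq2, 0 with limma-voom). The paper states that approximately 90% of such cells in lesions do not express macrophage maturation markers.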
